# Modeling dry eye with an air–liquid interface in corneal epithelium-on-a-chip

**DOI:** 10.1038/s41598-024-54736-z

**Published:** 2024-02-20

**Authors:** Rodi Kado Abdalkader, Romanas Chaleckis, Takuya Fujita, Ken-ichiro Kamei

**Keywords:** Biomedical engineering, Lab-on-a-chip, Drug safety

## Abstract

Dry eye syndrome (DES) is a complex ocular condition characterized by an unstable tear film and inadequate tear production, leading to tissue damage. Despite its common occurrence, there is currently no comprehensive in vitro model that accurately reproduce the cellular characteristics of DES. Here we modified a corneal epithelium-on-a-chip (CEpOC) model to recapitulate DES by subjecting HCE-T human corneal epithelial cells to an air–liquid (AL) interface stimulus. We then assessed the effects of AL stimulation both in the presence and absence of diclofenac (DCF), non-steroidal anti-inflammatory drug. Transcriptomic analysis revealed distinct gene expression changes in response to AL and AL_DCF, affecting pathways related to development, epithelial structure, inflammation, and extracellular matrix remodeling. Both treatments upregulated *PIEZO2*, linked to corneal damage signaling, while downregulating *OCLN*, involved in cell–cell junctions. They increased the expression of inflammatory genes (e.g., *IL-6*) and reduced mucin production genes (e.g., *MUC16*), reflecting dry eye characteristics. Metabolomic analysis showed increased secretion of metabolites associated with cell damage and inflammation (e.g., methyl-2-oxovaleric acid, 3-methyl-2-oxobutanoic acid, lauroyl-carnitine) in response to AL and even more with AL_DCF, indicating a shift in cellular metabolism. This study showcases the potential use of AL stimulus within the CEpOC to induce cellular characteristics relevant to DES.

## Introduction

Dry eye syndrome (DES) is a prevalent and serious ocular condition that has a significant impact on the quality of life of affected patients. The condition is characterized by a range of symptoms, including ocular discomfort, inflammation, reduced visual acuity, and tear film instability, and its estimated prevalence varies between 20 and 30% depending on the population and diagnostic criteria used^1,2^. There are two main subtypes of DES, evaporative dry eye caused by decreased production of the lipid layer of the tear film and aqueous deficient dry eye caused by reduced production of the aqueous layer of the tear film^3,4^. The underlying causes of each subtype are complex and multifactorial, and include biological, environmental, and physiological factors^5^.

Despite its prevalence and impact, the study of DES has been hindered by a lack of suitable in vitro models that can accurately capture the biological and biomechanical aspects of the disease. Conventional in vitro models such as cell culture inserts known as transwells, lack the capability to simulate the complex microenvironment of the ocular surface, underscoring the full understanding of disease progression and underlying mechanisms^6,7^. Additionally, in vivo animal models have limitations in their ability to provide insights into disease development similar to that in humans, owing to inter-species physiological variations^8,9^.

To overcome these limitations, organ-on-a-chip (OoC) technology offers an appealing solution for the development of in vitro models^10^. OoC technology provides several advantages, including the ability to control cellular architecture and the capacity to recapitulate external stimuli such as air flow or liquid shear stress^10^, which are essential factors in DES development.

We previously reported the development of a microfluidic device that was used as an OoC for growing corneal epithelial cells under the application of cycles of liquid stimuli for mimicking the eye blinking process^11^. Our previous studies have demonstrated the effectiveness of this technology in recapitulating tear movement during eye blinking and providing temporal analysis of extracellular metabolites through a wide range of corneal transporters^12^. Moreover, OoC of the human cornea with a blinking lid was developed by a different group to model DES^13^. This was achieved by reducing the blinking rates, to allow a tear-like evaporation process; however, the specific mechanism concerning the changes in cell phenotypes under these conditions has not been fully addressed.

Considering that the pathology of corneal damage in evaporative DES is influenced by multiple factors, including tear film disturbances due to eye blinking and exposure to air. Therefore, creating a model that combines both air and liquid interfaces can potentially provide a more realistic representation of evaporative DES in the cornea. However, the extent to which the application of air–liquid stimuli in a microfluidic device can induce a DES-like phenotype in corneal epithelial cells remains unclear. Further investigation is necessary to address this question comprehensively and enhance our understanding of the effects of these stimuli on homeostasis of the corneal epithelium.

Here, we developed an air–liquid interface (AL) system within the CEpOC to mimic the DES-like cellular phenotype. Subsequently, we applied AL in combination with Diclofenac (DCF), a well-known non-steroidal anti-inflammatory drug with a controversial efficacy and safety profile in DES treatment^14–16^. To gain insights into the underlying molecular mechanism, we conducted a comprehensive dual-omics analysis, including RNA-sequencing (RNA-seq) of corneal epithelial cells and non-targeted LCMS-based analysis of extracellular metabolites collected spatiotemporally from microfluidic devices. Our research provides a better understanding of the cellular responses and metabolic changes associated with AL and with DCF treatment in the context of DES.

## Results

### Creating AL interface in microfluidic devices via CEpOC modification

We have made modifications to CEpOC device in order to generate AL stimuli. This entailed the creation of an AL interface within the microfluidic device. Our approach involved introducing a new component: an open reservoir with a diameter of 4 mm, positioned at the outlet area. For the generation of air source, we integrated a syringe pump with an air compressor tube. This tube branches into eight separate channels which are subsequently connected to each inlet of the microfluidic device. By employing negative and positive pressure, we were able to apply two cycles of stimuli. During the first cycle, air is introduced through the outlet (air infusion), where it effectively blends with the liquid present within the cell culturing channels. This establishes the initial conditions for generating the AL interface. In the subsequent cycle, the air is expelled, allowing for the replacement of the liquid (liquid infusion). Each cycle was applied for 10 s (air phase: 1 s, liquid phase: 1 s, pause phase: 8 s) (Fig. 1A,B). A visual representation of this process can be found in the supplementary figure (Supplementary Fig. 1A, B, C).

**Figure 1:**
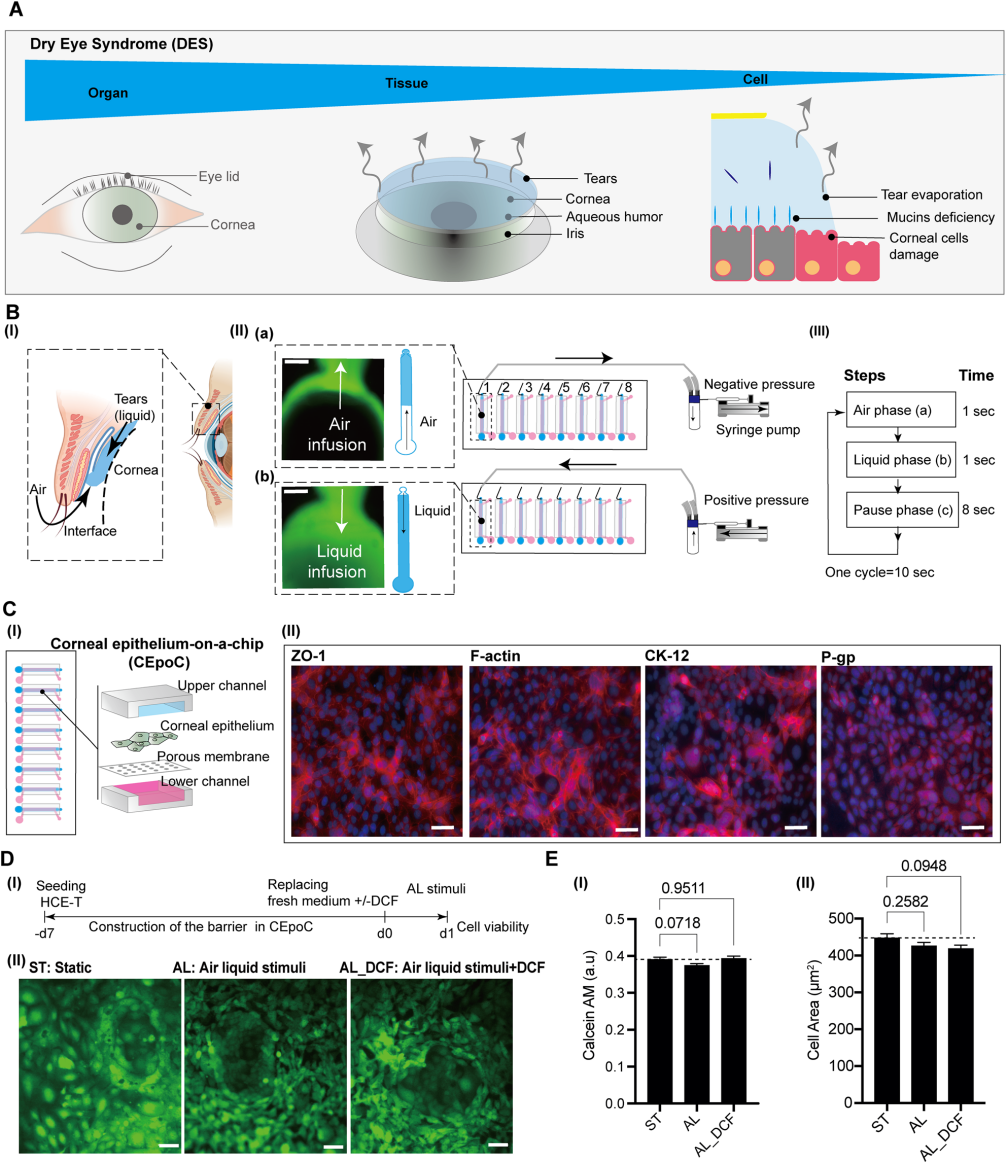
The conceptual design and characteristics of the modified CEpOC. (**A**) Schematic illustration showcases the evaporative dry eye. **(B**) The generation of AL stimulus in the modified CEpOC. I) Schematic illustration (created with BioRender.com) showcases air–liquid interphase process; II) The application of air–liquid stimuli in the microfluidic devices showcasing air infusion (a) then liquid infusion (b); III) The steps and duration of the application of air and liquid in the microfluidic device. Green color indicates the fluorescent signal of sodium fluorescein solution in the reservoir area. Scale bar, 500 μm. **(C**) I) Schematic illustration showcases the microfluidic device and HCE-T culturing for forming a barrier; II) Immunofluorescence staining of ZO-1, F-actin, CK12, and P-gp. Red color indicates the fluorescent signal of the targeted protein. Blue color indicates the nucleus satin DAPI. Scale bar, 50 μm. (**D**) Cell viability in the microfluidic devices under ST and AL conditions with and without DCF; I) The protocol that showcase HCE-T culturing, barrier formation and the AL stimuli; II) Microscopic images of Calcein-AM under ST and AL conditions with and without DCF. (**E**) Microscopic signal-cell analysis of Calcein-AM intensity (I) and cell area (II). The analysis was performed on images of independent samples; 1100 cells were randomly selected and analyzed for three independent samples. Green, Calcein-AM. Scale bar, 50 μm. Data are represented in the bar plot as means ± S.E.M. The *p*-values were determined by the Dunnett’s multiple comparison test.

### Constructing the corneal epithelial barrier in the modified CEpOC

To establish the corneal epithelial barrier, we followed our previously established protocol employing the human corneal epithelial cell line (HCE-T)^11^. The cells were cultivated for seven days, during which the formation of the epithelial barrier was established.

Confirmation of the epithelial barrier's presence was accomplished through immunofluorescence staining of the tight junction protein known as zonula occludens-1 (ZO-1), in conjunction with the visualization of actin fibers (F-actin). This indicated the formation of the barrier. Additionally, the cells exhibited other important characteristics, including the expression of the maturation marker cytokeratin 12 (CK12), along with the presence of the apical marker, P-glycoprotein 1 (P-gp) (Fig. 1C).

### AL stimulus exhibits no significant impact on cell viability

To assess the effects of AL alone and in combination with DCF, we subjected the devices to AL stimulus cycles for a duration of 24 h (Fig. 1D(I)). Subsequently, we performed cell viability evaluations using Calcein AM staining, comparing the results with devices that were maintained under static control conditions with only the cell culturing medium. Our findings revealed that there was no significant decrease observed in cell viability presented in Calcein AM intensity under either AL or in the combination with DCF (AL_DCF). Although the cell area showed slight decrease under AL and AL_DCF conditions, these changes were not statistically significant (Fig. 1D(II)), E).

### AL elicit transcriptomic changes related to corneal function, developmental process, and inflammatory pathways

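According to the paper, RNA was sequenced from HCE-T cells, a human corneal epithelial cell line, after 7 days of culture in the device and a further 24 h in 1 of 4 conditions, while the extraction note of the sample labels names myoblasts. These were the static condition (ST), the static condition with 50 µM DCF (ST_DCF), the AL stimulus (AL) and the AL stimulus with 50 µM DCF (AL_DCF). Each condition had 2 libraries (n = 2), which the paper describes as a duplicate of independent biological samples. The authors prepared the libraries with a stranded mRNA kit, trimmed the reads with Trimmomatic 0.38, aligned them to GRCh38 with HISAT2 2.1.0 and assembled and counted transcripts with StringTie 2.1.3b. The authors' deposited table holds raw counts, FPKM and TPM for 18430 genes, all of which had a count in every library. Total counts were 34917967 and 32880479 in ST and 37954695 and 34042094 in ST_DCF. They were 44667902 and 41854839 in AL and 44507082 and 46369412 in AL_DCF. From the counts, 17445 genes passed the expression filter of edgeR and were normalized with TMM factors, and levels are given as CPM, the counts of a gene scaled to the size of its library. A single model of the 4 conditions, with 4 residual degrees of freedom, was fitted to the 8 libraries. Each comparison used edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and a gene is called higher or lower at an adjusted p under 0.05. Groups of genes were listed before the data were examined, and each list was tested with camera at a correlation of 0.01 between genes, adjusted over the 30 lists that had members in the table. The paper, whose pathway results come from these same libraries, had been read when the lists were written. Calls of lists on themes it reports, such as cornification, cell junctions and DNA packaging, are therefore not independent evidence. None of the list calls in any comparison held when the correlation between genes was estimated from these libraries. The biological coefficient of variation was 9.48% over all genes. Between the replicates of a condition, the difference per gene exceeded counting noise by a factor of 5.45 in ST, 24.2 in ST_DCF, 8.89 in AL and 23.9 in AL_DCF on the chi-square scale. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333, so single genes were tested with the model alone. On simulated counts at these depths, the quasi-likelihood test made 155 calls, of which 17 were false, and recovered 46 of 64 genes changed by a factor of 2. In that simulation, 70, 64 and 65 of 17258 genes tested were changed, by factors of 1.5, 2 and 4.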

To evaluate the impact of AL stimulus on corneal epithelial cells, we conducted RNA-seq analysis after subjecting the cells to either AL alone or in combination with DCF for 24 h (Fig. 2A(I)). To investigate the transcriptome changes that occur during the activation of biological pathways in response to different stimuli, we first performed cluster analysis of gene expression data. 

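The epithelial transcription factor genes EHF and ELF3 were lower in AL and AL_DCF than in ST. EHF (gene identifier 26298) lies on chromosome 11 of GRCh38 from 34621093 to 34663288, and its level was 93.4 ± 5.05 CPM in ST and 19.0 ± 1.63 CPM in AL (SD, n = 2). Its log2 fold change was −2.30 in AL (adjusted p = 1.1e-07 from edgeR's quasi-likelihood test) and −2.02 in AL_DCF (adjusted p = 1.3e-07). For ELF3, the log2 fold changes were −2.03 in AL (adjusted p = 1.8e-07) and −2.12 in AL_DCF (adjusted p = 1.3e-07). CLU, which encodes the chaperone clusterin of the ocular surface, was higher in AL with a log2 fold change of 0.93 (adjusted p = 2.9e-05). Among 9 tested genes of corneal epithelial identity, 3 were higher and 4 lower in AL (4 and 4 when adjusted over the list alone), and the list as a whole was not called (camera, adjusted p = 0.17). In AL_DCF, 2 of them were higher and 4 lower (3 and 4 when adjusted over the list alone). The higher genes numbered 1 without ST replicate 1, ST replicate 2 or AL replicate 2 in AL, and 1 without ST replicate 1 or ST replicate 2 in AL_DCF. Over the log2 CPM of 17445 genes, the Euclidean distance between a library with the AL stimulus and a library without it was 76.3 on average and at least 73.0. Replicates of a condition were 48.7 apart on average and at most 54.0. Between ST and ST_DCF or between AL and AL_DCF, the distance was 53.5 on average and at most 59.3, which is close to the spread between replicates. The first principal component held 48.4% of the variance and divided the libraries by the AL stimulus. On the second, with 12.9%, replicate 1 of ST_DCF lay apart from the rest at −34.5.

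**Figure D1:**
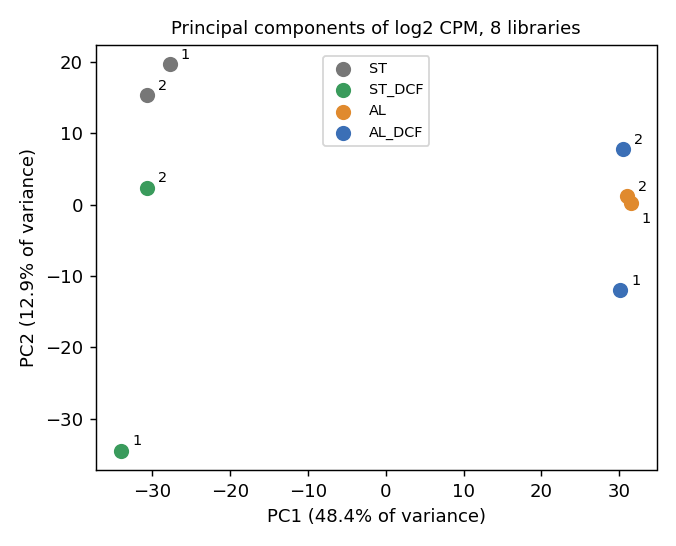
First and second principal components of log2 CPM over 17445 genes, 1 point per library, with the replicate number beside each point. ST and ST_DCF lie on the left and AL and AL_DCF on the right of the first component, which holds 48.4% of the variance.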

The results distinctly revealed alterations in gene expression patterns in response to AL stimuli alone or in combination with DCF, as compared to the control groups (ST and ST_DCF) (Fig. 2A(II)) (Supplementary Fig. 2).

**Figure 2:**
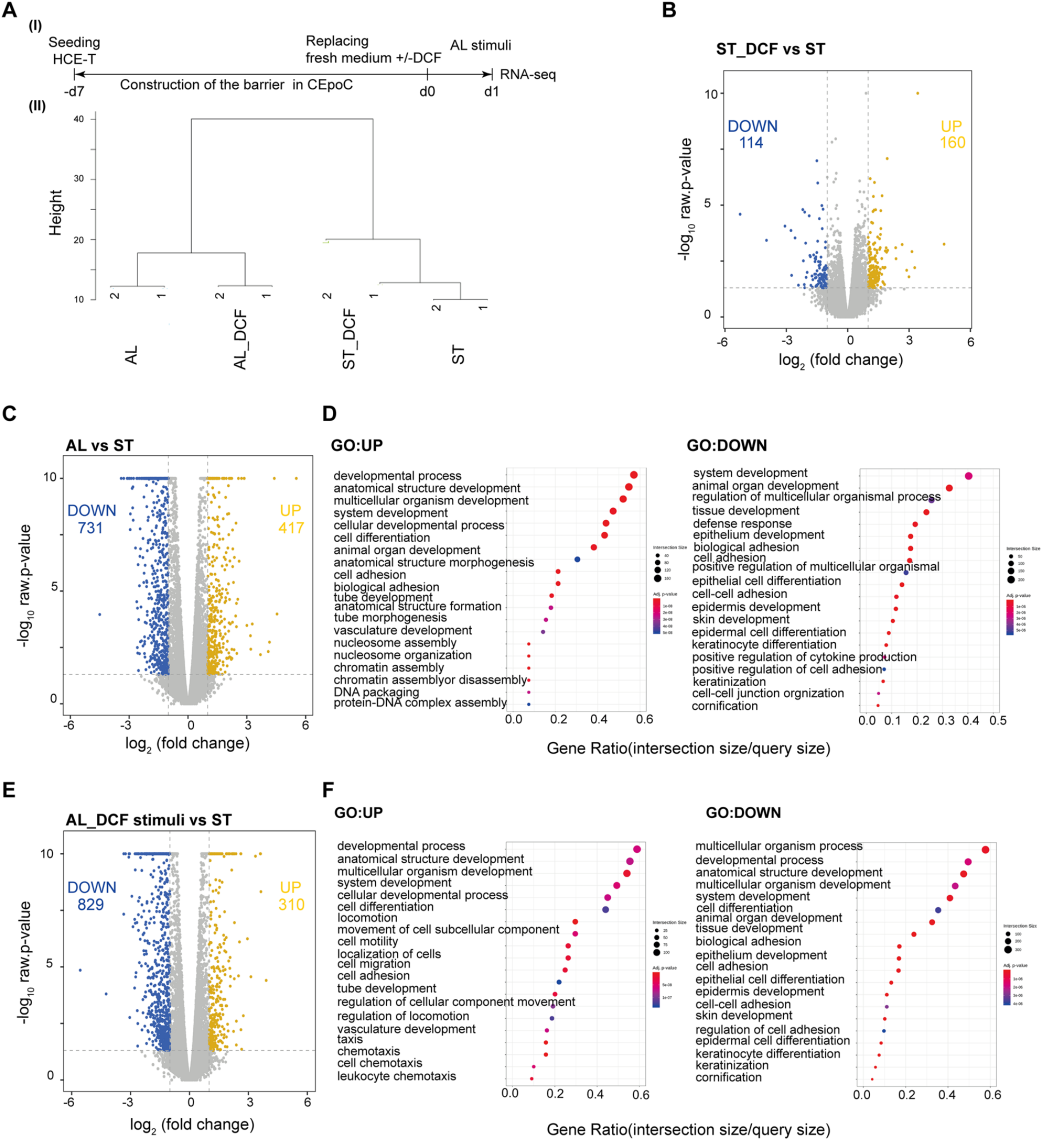
RNA-seq analysis of cells under AL stimulus. (**A**) I) The protocol that showcase the timeline of HCE-T culturing, barrier formation, and samples collection for RNA-seq; II) Dendrogram indicating the hierarchical clustering analysis, revealing the expression similarities among ST, ST_DCF, AL, and AL_DCF (Distance metric = Euclidean distance, Linkage method = Complete linkage). (**B**) The volcano plot representing the differentially expressed genes (DEGs) of ST_DCF versus ST. (**C**) The volcano plot representing the DEGs of AL versus ST. (**D**) GO pathways of DEGs in AL versus ST. (**E**) The volcano plot representing the DEGs of AL_DCF versus ST. (**F**) GO pathways of DEGs in AL_DCF versus ST. Genes with twofold change and *p*-value < 0.05 was applied. Blue: downregulated genes, yellow: upregulated genes.

To identify the differentially expressed genes (DEGs), we conducted a DEG analysis between the control groups (ST_DCF versus ST) and the experimental groups (AL versus ST and AL_DCF versus ST). In the DEG analysis of ST_DCF versus ST, we identified 274 DEGs, with 160 upregulated genes and 114 downregulated genes (Fig. 2B). 

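PTGES, which encodes an inducible prostaglandin E synthase downstream of the cyclooxygenases that DCF inhibits, was the only gene called between ST_DCF and ST. PTGES (gene identifier 9536) lies on chromosome 9 of GRCh38 from 129738349 to 129753042. Its level was 47.9 ± 2.60 CPM in ST and 89.0 ± 2.22 CPM in ST_DCF (SD, n = 2), a log2 fold change of 0.89 (standard error 0.11, adjusted p = 0.048 from edgeR's quasi-likelihood test). PTGS2, which encodes the inducible cyclooxygenase, had a log2 fold change of 0.28 (adjusted p = 0.74). Among 16 prostaglandin and eicosanoid genes, PTGES was the 1 gene called, also when adjusted over the list alone. Lists of small shifts were called as sets although no member was called over all genes. The unfolded protein and integrated stress list was lower with a median log2 fold change of −0.24 over 16 genes (camera, adjusted p = 1.7e-07, and adjusted p = 0.62 with an estimated correlation), and 2 genes were lower when adjusted over the list alone. Its member TRIB3, a stress-induced pseudokinase gene, had a log2 fold change of −0.40 (adjusted p = 0.304). The p53 and apoptosis list was lower with a median of −0.18 (camera, adjusted p = 1.3e-05, and adjusted p = 0.62 with an estimated correlation), and 5 of its 16 genes were lower when adjusted over the list alone. MDM2, the gene of the ubiquitin ligase of p53, had a log2 fold change of −0.59 (adjusted p = 0.25). The cholesterol synthesis list was higher with a median of 0.16 (camera, adjusted p = 1.3e-05, and adjusted p = 0.72 with an estimated correlation), and 5 of its 20 genes were higher when adjusted over the list alone. Over all genes tested, 1 was higher and 0 were lower by edgeR, 1750 had an unadjusted p under 0.05 against 872 by chance, and DESeq2 called 73. Without the expression filter, or with the replicate number as a block in the model, edgeR called none of the genes, PTGES included. At the paper's thresholds, a fold change of at least 2 and an unadjusted p under 0.05 from edgeR's exact test, 153 genes were higher and 113 lower. The call of PTGES ended without ST replicate 1 (adjusted p = 0.33), without ST replicate 2 (0.37) and without ST_DCF replicate 1 (0.56), while 0 genes were called without AL replicate 1 or AL replicate 2 and 308 without ST_DCF replicate 2.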

The significantly upregulated genes were only annotated with the GO pathway of vitamin D 24-hydroxylase activity (GO:0070576) (Supplementary Fig. 3). In contrast, the DEG analysis of AL versus ST showed 1148 DEGs, with 417 upregulated genes and 731 downregulated genes (Fig. 2C). 

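CYP24A1 encodes the vitamin D 24-hydroxylase, the enzyme that degrades active vitamin D. CYP24A1 (gene identifier 1591) lies on chromosome 20 of GRCh38 from 54143538 to 54173986. The counts were 84 and 67 in ST and 275 and 118 in ST_DCF, so both ST_DCF libraries lay above both ST libraries. Its level was 2.23 ± 0.262 CPM in ST and 5.32 ± 2.61 CPM in ST_DCF (SD, n = 2). The log2 fold change was 1.26 (standard error 0.35, adjusted p = 0.36 from edgeR's quasi-likelihood test), so CYP24A1 did not pass the test. CYP27B1, which encodes the enzyme that activates vitamin D, had a log2 fold change of 0.27 (adjusted p = 0.67), and the vitamin D receptor gene VDR had one of −0.05 (adjusted p = 0.84). CYP1A1, a xenobiotic-metabolizing enzyme gene, had a log2 fold change of 1.26 (adjusted p = 0.38). The list of 11 vitamin D and xenobiotic genes was higher as a set with a median of 0.38 (camera, adjusted p = 0.00497, and adjusted p = 0.72 with an estimated correlation). No member was called over all genes, and 4 were higher when adjusted over the list alone. The list includes CYP24A1, the gene of the enzyme activity that the paper reported as a pathway from these libraries, so the direction of the list is not independent evidence. Without ST_DCF replicate 2, CYP24A1 was called higher with a log2 fold change of 1.68 (adjusted p = 0.024), and over all alternatives its adjusted p was 0.024 to 0.99.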

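ANGPTL4, which encodes a secreted regulator of lipid metabolism and vascular permeability, rose in AL. ANGPTL4 (gene identifier 51129) lies on chromosome 19 of GRCh38 from 8364155 to 8374370, with 3.25 ± 0.0112 CPM in ST and 68.8 ± 6.32 CPM in AL (SD, n = 2). This was a log2 fold change of 4.40 (standard error 0.31, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test). FRZB, which encodes a secreted Wnt antagonist, rose with a log2 fold change of 2.73 (adjusted p = 1.3e-06), from 1.91 ± 0.108 to 12.7 ± 1.14 CPM (SD, n = 2). The immediate early gene FOS rose with a log2 fold change of 2.57 (adjusted p = 2.5e-06). Among the genes that fell, LCN2 encodes the antimicrobial iron-binding protein lipocalin 2 and had 33.0 ± 5.51 CPM in ST and 3.11 ± 0.222 CPM in AL (SD, n = 2). For LCN2, the log2 fold change was −3.40 (adjusted p = 4.8e-05). The interferon-induced GTPase gene GBP6 had a log2 fold change of −3.10 (adjusted p = 5.1e-05). BCL2A1, an antiapoptotic gene, had a log2 fold change of −3.09 (adjusted p = 3.4e-04), and the acute-phase gene SAA1 had one of −2.85 (adjusted p = 0.0013). Over all genes tested, 1331 were higher and 1793 lower in AL, and 266 of the higher and 570 of the lower genes changed by a factor of at least 2. At the thresholds of the paper, edgeR's exact test gave 435 higher and 732 lower genes. The total of 3124 calls was 1450 without ST replicate 1, 1392 without ST replicate 2, 1495 without AL replicate 1 and 1406 without AL replicate 2.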

The significantly upregulated genes were annotated with GO pathways related to developmental processes (GO:0032502), anatomical structure development (GO:0048856), cell differentiation (GO:0030154), and cell adhesion (GO:0007155). 

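Genes of the mesenchymal cytoskeleton and of cell adhesion were among those that rose in AL. VIM, which encodes the intermediate filament protein vimentin, had 334 ± 3.61 CPM in ST and 608 ± 8.16 CPM in AL (SD, n = 2), a log2 fold change of 0.86 (adjusted p = 2.6e-05 from edgeR's quasi-likelihood test). VIM (gene identifier 7431) lies on chromosome 10 of GRCh38 from 17228241 to 17237593. CDH2, which encodes the adhesion protein N-cadherin, rose with a log2 fold change of 0.65 (adjusted p = 3.6e-04). The transcription factor genes ZEB2 and TWIST2, which act in mesenchymal differentiation, had log2 fold changes of 0.94 (adjusted p = 9.5e-05) and 1.00 (adjusted p = 1.1e-04). Of 18 tested genes of the mesenchymal list, 10 were higher and 2 lower (13 and 2 when adjusted over the list alone), and its median log2 fold change was 0.48 (camera, adjusted p = 4.6e-05, and adjusted p = 0.051 with an estimated correlation). EGR1, an immediate early transcription factor gene that responds to shear and growth factors, rose from 250 ± 25.5 to 1071 ± 24.5 CPM (SD, n = 2), a log2 fold change of 2.10 (adjusted p = 2.1e-07). CCN1, a matricellular target gene of YAP, rose with a log2 fold change of 1.00 (adjusted p = 1.5e-04). The coagulation factor gene F3 fell with a log2 fold change of −1.18 (adjusted p = 3.9e-05). In the list of 15 YAP target and shear response genes, 9 were higher and 2 lower, the same counts as when adjusted over the list alone (camera, adjusted p = 0.00204, and adjusted p = 0.21 with an estimated correlation). The higher count of the mesenchymal list was 6 without ST replicate 1 and 5 without ST replicate 2, without AL replicate 1 and without AL replicate 2, and its lower count was 0 without ST replicate 1 or AL replicate 2 and 1 without ST replicate 2 or AL replicate 1. Markers of other cell types were higher in AL as well, PDGFRB with a log2 fold change of 1.29 (adjusted p = 0.0017) and PECAM1 with one of 2.14 (adjusted p = 0.0028), while 2 of the 6 tested were lower.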

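Genes of the kallikrein proteases KLK7, KLK5, KLK10 and KLK8, which act in the shedding of cornified cells, fell in AL. KLK7 (gene identifier 5650) lies on chromosome 19 of GRCh38 from 50976468 to 50984064 and fell from 46.3 ± 4.25 to 8.20 ± 0.115 CPM (SD, n = 2), a log2 fold change of −2.50 (adjusted p = 4.1e-07 from edgeR's quasi-likelihood test). The log2 fold changes of KLK5, KLK10 and KLK8 were −1.64 (adjusted p = 2.2e-07), −2.24 (adjusted p = 2.0e-05) and −1.91 (adjusted p = 3.4e-05). PPL, which encodes the cornified envelope protein periplakin, had a log2 fold change of −0.91 (adjusted p = 1.3e-04), and CDSN, which encodes corneodesmosin, had one of −1.47 (adjusted p = 1.1e-04). Of 21 tested genes of the cornified envelope, 16 were lower and 0 higher, with the same counts when adjusted over the list alone (camera, adjusted p = 3.3e-11, and adjusted p = 0.099 with an estimated correlation). IRF7, a transcription factor gene of the interferon response, fell from 32.2 ± 7.00 to 6.76 ± 0.518 CPM (SD, n = 2), a log2 fold change of −2.25 (adjusted p = 1.8e-06). OAS1, which encodes an antiviral nucleotide synthetase, had a log2 fold change of −1.24 (adjusted p = 0.0072). In the list of 22 interferon response genes, 10 were lower and 0 higher (17 lower when adjusted over the list alone), with a median log2 fold change of −0.67 (camera, adjusted p = 1.1e-07, and adjusted p = 0.41 with an estimated correlation). The lymphotoxin gene LTB, a cytokine gene, had a log2 fold change of −2.02 (adjusted p = 0.0021). OAS1 was not called without ST replicate 2 or AL replicate 2. The number of lower interferon genes was 5 without ST replicate 1 and with DESeq2, 1 without ST replicate 2 and without AL replicate 2, and 17 without either AL_DCF library.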

The downregulated genes were annotated with various GO pathways related to tissue development (GO:0009888), defense response (GO:0009653), epithelial development (GO:0060429), regulation of cytokine production (GO:0001819), keratinization (GO:0031424), and cornification (GO:0070268) (Fig. 2D) (Supplementary Fig. 4).

In the DEG analysis of AL_DCF versus ST, we identified 1139 DEGs, with 310 upregulated genes and 829 downregulated genes (Fig. 2E). 

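In AL_DCF, EGR1 and FOS were again higher than in ST, with log2 fold changes of 2.37 (adjusted p = 1.3e-07 from edgeR's quasi-likelihood test) and 2.61 (adjusted p = 2.5e-06). ANGPTL4 rose to 39.6 ± 11.7 CPM (SD, n = 2), a log2 fold change of 3.60 (adjusted p = 1.3e-05). NPNT, which encodes the extracellular matrix protein nephronectin, fell from 7.02 ± 0.144 CPM in ST to 0.685 ± 0.208 CPM in AL_DCF (SD, n = 2), a log2 fold change of −3.35 (adjusted p = 9.2e-06). NPNT (gene identifier 255743) lies on chromosome 4 of GRCh38 from 105895471 to 105971671. LCN2 fell with a log2 fold change of −2.11 (adjusted p = 8.3e-04), and its interaction of the AL stimulus with DCF was 1.94 (adjusted p = 0.203). Over all genes, 1481 were higher and 1714 lower in AL_DCF than in ST, and 208 and 628 of them changed by a factor of at least 2. With the exact test at the thresholds of the paper, 313 were higher and 828 lower. A set of 846 genes was higher in both AL and AL_DCF against ST, where 113 would be shared if the calls were independent. Another 1224 were lower in both, against 176 for independent calls, and 7 were called in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of AL and AL_DCF had r = 0.788 and a covariance of 0.222. Because both comparisons share the ST libraries, groups simulated without any change gave r = 0.527 and a covariance of 0.0336. The simulated fold changes were differences of mean log2 CPM with a prior count of 2 and without TMM factors. Those of the real libraries came from the model, so the simulated values are only a rough guide. For AL against ST and AL_DCF against ST_DCF, which share no library, r was 0.616 and the covariance 0.178. In that pair, 671 genes were higher and 1176 lower in both, against 125 and 204 for independent calls, and 13 were called in opposite directions. The total of 3195 calls was 1445 without ST replicate 1 and 1322 without ST replicate 2.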

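CXCL8 and CXCL3, which encode chemokines that attract neutrophils, rose in AL_DCF. CXCL8 (gene identifier 3576) lies on chromosome 4 of GRCh38 from 73740569 to 73743716 and had 21.7 ± 0.701 CPM in ST and 55.8 ± 22.0 CPM in AL_DCF (SD, n = 2), a log2 fold change of 1.36 (adjusted p = 0.0012 from edgeR's quasi-likelihood test). CXCL3 had a log2 fold change of 1.45 (adjusted p = 0.019). The chemokine receptor gene CXCR4 rose with a log2 fold change of 1.41 (adjusted p = 0.016). In the list of 22 NF-kB and cytokine genes, 6 were higher and 4 lower in AL_DCF (7 and 4 when adjusted over the list alone), and the set was not called (camera, adjusted p = 0.25). CCL3, a chemokine gene of monocytes, was lower in AL_DCF with a log2 fold change of −2.61 (adjusted p = 0.0025). Of the mesenchymal genes tested, 6 were higher and 2 lower in AL_DCF, as when adjusted over the list alone, with a median of 0.23 (camera, adjusted p = 0.043, and adjusted p = 0.21 with an estimated correlation). VIM and CDH2 rose in AL_DCF with log2 fold changes of 0.72 (adjusted p = 9.3e-05) and 0.61 (adjusted p = 5.6e-04). The YAP target and shear response list had 8 higher and 2 lower genes (8 and 3 when adjusted over the list alone) in AL_DCF (camera, adjusted p = 0.0048, and adjusted p = 0.25 with an estimated correlation). The number of higher cytokine genes in AL_DCF was 3 without ST replicate 1 or ST replicate 2, and that of lower genes was 2 without these or AL_DCF replicate 2. CXCR4 was not called without ST replicate 1 or AL_DCF replicate 1.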

The upregulated genes were annotated with GO pathways related to developmental processes (GO:0032502), anatomical structure development (GO:0048856), cell differentiation (GO:0030154), cell adhesion (GO:0007155), cell migration (GO:0016477), chemotaxis (GO:0006935), and leukocyte chemotaxis (GO:0030595). The downregulated genes were annotated with various GO pathways related to tissue development (GO:0009888), epithelial development (GO:0060429), keratinization (GO:0031424), and cornification (GO:0070268) (Fig. 2F) (Supplementary Fig. 5).

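Genes of epithelial adhesion, CDH1 among them, and the basal keratin gene KRT5 fell in AL_DCF. CDH1 (gene identifier 999), which encodes the adherens junction protein E-cadherin, lies on chromosome 16 of GRCh38 from 68737292 to 68835537. It fell from 360 ± 8.00 CPM in ST to 81.3 ± 2.95 CPM in AL_DCF (SD, n = 2), a log2 fold change of −2.15 (adjusted p = 1.3e-07 from edgeR's quasi-likelihood test). The desmosomal genes PKP3, JUP and DSC2 had log2 fold changes of −1.38 (adjusted p = 8.5e-06), −0.96 (adjusted p = 2.6e-05) and −1.19 (adjusted p = 1.1e-04). Of 16 tested desmosome and adherens junction genes, 13 were lower and 1 higher in AL_DCF, as when adjusted over the list alone (camera, adjusted p = 2.1e-09, and adjusted p = 0.067 with an estimated correlation). The gene that was higher is DSC3, another desmosomal cadherin gene, with a log2 fold change of 0.60 (adjusted p = 0.013), and the count of higher genes was 0 without ST replicate 1, ST replicate 2 or AL_DCF replicate 2. In AL the same list also had 13 lower genes and 1 higher gene, over all genes and when adjusted over the list alone (camera, adjusted p = 2.1e-10, and adjusted p = 0.051 with an estimated correlation), and the higher count was 0 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2. Cornified envelope genes were lower for 12 of 21 in AL_DCF (14 when adjusted over the list alone), with 0 higher (camera, adjusted p = 1.7e-09, and adjusted p = 0.13 with an estimated correlation). KLK7 and PPL fell in AL_DCF with log2 fold changes of −2.42 (adjusted p = 4.6e-07) and −1.28 (adjusted p = 1.3e-05). KRT5, which encodes a keratin of basal cells, had 62.7 ± 2.44 CPM in ST and 22.9 ± 1.94 CPM in AL_DCF (SD, n = 2), a log2 fold change of −1.45 (adjusted p = 4.7e-05). COL17A1, a hemidesmosome gene, had a log2 fold change of −1.38 (adjusted p = 0.0012). Of 13 tested basal epithelial genes, 7 were lower and 0 higher in AL_DCF (8 lower when adjusted over the list alone, camera, adjusted p = 1.3e-05, and adjusted p = 0.36 with an estimated correlation). In AL, 7 of them were lower and 0 higher (7 and 1 when adjusted over the list alone, camera, adjusted p = 5.2e-05, and adjusted p = 0.402 with an estimated correlation).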

Our results revealed a significant alteration in the expression of mechanosensing markers. Notably, we observed an augmentation in the expression of *PIEZO2*, while concurrently noting a reduction in the expression levels of *TRPV3*, *TRPV6*, and *OCLN* in both the AL and AL_DCF. Furthermore, a significant decrease was observed in the expression of lubricant mucins markers (*MUC16*, *MUC20*, *MUC4*, *MUC2*, and *MUC6*) in both AL and AL_DCF. In contrast, a notable increase was observed in the expression of genes related to inflammation, extracellular matrix (ECM) remodeling, and disruption (*IL-6*, *CXCL2*, *CCL5*, *COL3A1*, *COL1A2*, *COL8A1*, *COL5A3*, *MMP1*, *MMP2*, and *MMP17*) in both AL and AL_DCF (Fig. 3A,B) (Supplementary Fig. 6).

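PIEZO2 encodes a mechanically gated cation channel. PIEZO2 (gene identifier 63895) lies on chromosome 18 of GRCh38 from 10670247 to 11149569 and had 24.2 ± 0.949 CPM in ST, 47.4 ± 1.22 CPM in AL and 52.4 ± 5.84 CPM in AL_DCF (SD, n = 2). It rose with a log2 fold change of 0.97 in AL (adjusted p = 4.8e-05 from edgeR's quasi-likelihood test) and 1.11 in AL_DCF (adjusted p = 2.0e-05). TRPV3 (gene identifier 162514), a gene of a heat-gated channel on chromosome 17 of GRCh38 from 3510502 to 3557812, had 7.53 ± 0.771 CPM in ST, 3.51 ± 0.661 in AL and 4.72 ± 1.38 in AL_DCF (SD, n = 2). The TRPV3 log2 fold change was −1.10 in AL (adjusted p = 0.0051) and −0.68 in AL_DCF (adjusted p = 0.049). TRPV6 (gene identifier 55503), which encodes an epithelial calcium channel on chromosome 7 of GRCh38 from 142871208 to 142885745, fell with a log2 fold change of −2.78 in AL (adjusted p = 1.4e-04) and −2.22 in AL_DCF (adjusted p = 5.0e-04). OCLN (gene identifier 100506658), which encodes the tight junction protein occludin on chromosome 5 of GRCh38 from 69492547 to 69558104, fell by 1.14 on the log2 scale in AL (adjusted p = 5.8e-05) and by 1.02 in AL_DCF (adjusted p = 1.3e-04). Of 21 tested tight junction genes, 16 were lower and 0 higher in AL (16 and 2 when adjusted over the list alone, camera, adjusted p = 6.1e-14, and adjusted p = 0.051 with an estimated correlation). In AL_DCF, 15 were lower and 2 higher (16 and 2 when adjusted over the list alone, camera, adjusted p = 1.3e-11, and adjusted p = 0.067 with an estimated correlation), and the higher count was 0 without ST replicate 2 and 1 without ST replicate 1. The claudin genes CLDN7 and CLDN4, which encode sealing proteins of the junction, had log2 fold changes of −1.87 (adjusted p = 1.6e-07) and −1.42 (adjusted p = 1.0e-06) in AL. In AL, 3 of 14 mechanosensitive and thermosensitive channel genes were higher and 3 lower, and in AL_DCF 2 were higher and 2 lower, as when adjusted over the list alone. Neither set was called (camera, adjusted p = 0.59 in AL and 0.67 in AL_DCF). Of these channel genes, the lower count in AL was 1 without AL replicate 2. In AL_DCF the lower count was 1 without ST replicate 1, ST replicate 2, ST_DCF replicate 1, ST_DCF replicate 2, AL replicate 1, AL replicate 2 or AL_DCF replicate 2 and 4 without AL_DCF replicate 1, and the higher count was 4 without ST_DCF replicate 1 or ST_DCF replicate 2. KCNK2, a mechanically gated potassium channel gene, rose with a log2 fold change of 2.06 in AL (adjusted p = 8.4e-04). The 4 genes PIEZO2, TRPV3, TRPV6 and OCLN had been picked by the study from these libraries, so their direction in the lists is not independent evidence. The call of TRPV3 ended in AL without AL replicate 2 (adjusted p = 0.068) and in AL_DCF without ST replicate 1 (0.24), ST replicate 2 (0.12), AL_DCF replicate 2 (0.25) or any single ST_DCF or AL library.

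**Figure D2:**
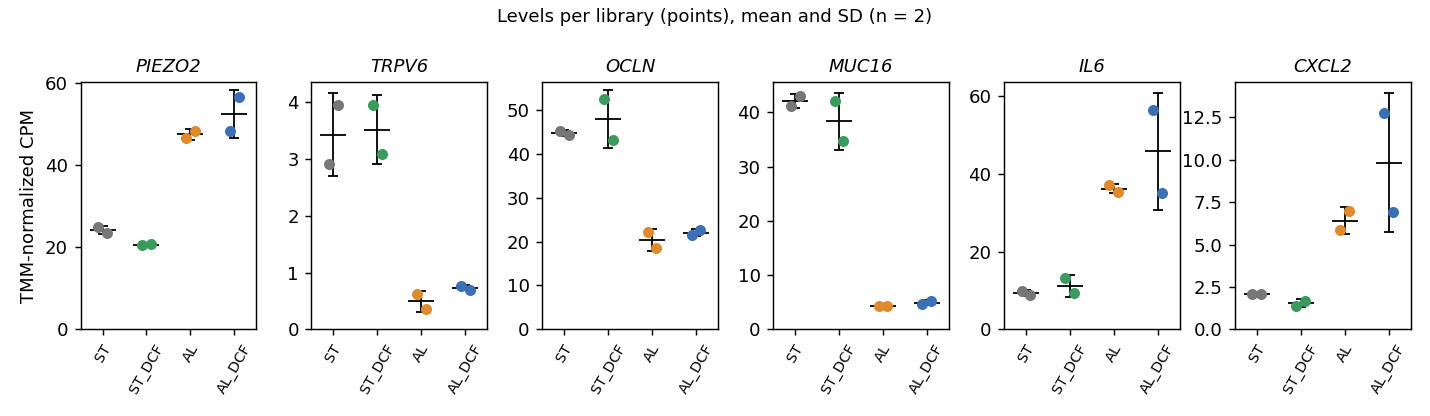
TMM-normalized CPM of 6 genes in each of the 4 conditions, 1 point per library, with the mean (long line) and SD (bar) of n = 2. PIEZO2, IL6 and CXCL2 are higher and TRPV6, OCLN and MUC16 lower in AL and AL_DCF than in ST.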

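MUC16 encodes the large membrane mucin of the ocular surface glycocalyx. MUC16 (gene identifier 94025) lies on chromosome 19 of GRCh38 from 8848844 to 9065751 and fell from 42.1 ± 1.31 CPM in ST to 4.33 ± 0.0599 CPM in AL and 4.96 ± 0.419 CPM in AL_DCF (SD, n = 2). For MUC16, the log2 fold change was −3.28 in AL (adjusted p = 1.1e-07 from edgeR's quasi-likelihood test) and −3.09 in AL_DCF (adjusted p = 1.3e-07). MUC20 (gene identifier 200958), another membrane mucin gene on chromosome 3 of GRCh38 from 195720978 to 195733551, had log2 fold changes of −2.10 (adjusted p = 2.2e-05) and −2.19 (adjusted p = 1.6e-05). The membrane mucin gene MUC4 (gene identifier 4585) lies on chromosome 3 of GRCh38 from 195746771 to 195811929 and had 0.998 ± 0.356 CPM in ST, with log2 fold changes of −2.10 in AL (adjusted p = 0.0045) and −1.40 in AL_DCF (adjusted p = 0.026). For the secreted mucin gene MUC2 (gene identifier 4583) on chromosome 11 of GRCh38 from 1074874 to 1110508, the log2 fold change was −1.37 in AL (adjusted p = 0.00400) and −1.88 in AL_DCF (adjusted p = 6.7e-04). The secreted mucin gene MUC6 (gene identifier 4588) on chromosome 11 of GRCh38 from 1012823 to 1036718 had 0.416 ± 0.101 CPM in ST (SD, n = 2). Its log2 fold change was −1.25 in AL (adjusted p = 0.104) and −2.38 in AL_DCF (adjusted p = 0.012). MUC6 was thus called lower in AL_DCF but did not pass the test in AL, and its interaction was −1.03 (adjusted p = 0.65). Of 8 tested mucin genes, 4 were lower and 0 higher in AL (5 lower when adjusted over the list alone, camera, adjusted p = 5.0e-04, and adjusted p = 0.12 with an estimated correlation). In AL_DCF, 5 were lower and 0 higher (6 lower when adjusted over the list alone, camera, adjusted p = 1.8e-05, and adjusted p = 0.103 with an estimated correlation). The study had picked most of these genes from these libraries, so the direction of the list is not independent evidence. MUC4 was not called in AL without ST replicate 2 (adjusted p = 0.059), nor in AL_DCF without ST replicate 2 (0.24), AL_DCF replicate 1 (0.083) or AL_DCF replicate 2 (0.095), and DESeq2 called neither MUC4 nor MUC6 in AL_DCF. MUC6 in AL_DCF was not called without ST replicate 2 (adjusted p = 0.105) or AL_DCF replicate 1 (0.061), and 3 mucin genes were then lower in AL_DCF.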

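The cytokine gene IL6 and the neutrophil chemokine gene CXCL2 rose in both AL and AL_DCF. IL6 (gene identifier 3569) lies on chromosome 7 of GRCh38 from 22727200 to 22731998 and had 9.35 ± 0.674 CPM in ST, 36.2 ± 1.21 CPM in AL and 45.7 ± 15.1 CPM in AL_DCF (SD, n = 2). Its log2 fold change was 1.95 in AL (adjusted p = 8.9e-05 from edgeR's quasi-likelihood test) and 2.29 in AL_DCF (adjusted p = 3.0e-05). CXCL2 (gene identifier 2920) on chromosome 4 of GRCh38 from 74097040 to 74099195 had log2 fold changes of 1.62 (adjusted p = 0.0021) and 2.23 (adjusted p = 2.2e-04). CCL5 (gene identifier 6352), a gene of a chemokine for T cells and monocytes on chromosome 17 of GRCh38 from 35871491 to 35880360, had 2.56 ± 0.165 CPM in ST, 7.78 ± 1.48 in AL and 7.54 ± 4.42 in AL_DCF (SD, n = 2). It was called in AL (log2 fold change 1.61, adjusted p = 0.011) and in AL_DCF (1.56, adjusted p = 0.012), and in ST_DCF its log2 fold change was 1.68 (adjusted p = 0.299). In AL, 4 of 22 NF-kB and cytokine genes were higher and 5 lower (5 and 5 when adjusted over the list alone), and the set was not called (camera, adjusted p = 0.803). The higher genes numbered 2 without ST replicate 1, ST replicate 2 or AL replicate 1, and the lower genes 2 without ST replicate 1 and 3 without ST replicate 2, AL replicate 1 or AL replicate 2. CCL5 was not called in AL without ST replicate 1 (adjusted p = 0.061), ST replicate 2 (0.0795) or AL replicate 1 (0.078), nor in AL_DCF without ST replicate 1 (0.066), ST replicate 2 (0.094) or AL_DCF replicate 2 (0.096).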

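Fibrillar and network collagen genes rose in AL. COL8A1 (gene identifier 1295), a gene of a collagen of the corneal basement membrane region on chromosome 3 of GRCh38 from 99638594 to 99799217, had log2 fold changes of 1.92 in AL (adjusted p = 0.0012 from edgeR's quasi-likelihood test) and 2.22 in AL_DCF (adjusted p = 4.7e-04). COL5A3 (gene identifier 50509) on chromosome 19 of GRCh38 from 9959561 to 10010504 rose from 33.1 ± 0.682 CPM in ST to 111 ± 11.4 in AL and 72.6 ± 9.03 in AL_DCF (SD, n = 2), with log2 fold changes of 1.75 (adjusted p = 4.6e-06) and 1.13 (adjusted p = 1.1e-04). COL3A1 (gene identifier 1281), a fibrillar collagen gene on chromosome 2 of GRCh38 from 188974373 to 189012746, had counts of 147 and 912 in the AL libraries and a log2 fold change of 5.53 in AL (adjusted p = 0.0015) and 3.13 in AL_DCF (adjusted p = 0.044). COL1A2 (gene identifier 1278), the type I collagen gene on chromosome 7 of GRCh38 from 94394895 to 94431227, had counts of 15 and 255 in the AL libraries. For COL1A2, the log2 fold change was 3.28 in AL (adjusted p = 0.035) and 0.82 in AL_DCF (adjusted p = 0.64). Of 24 tested collagen and matrix genes, 18 were higher and 0 lower in AL (20 and 1 when adjusted over the list alone, camera, adjusted p = 4.1e-13, and adjusted p = 0.051 with an estimated correlation). In AL_DCF, 16 were higher and 0 lower (17 and 1 when adjusted over the list alone, camera, adjusted p = 2.6e-09, and adjusted p = 0.067 with an estimated correlation), and in both the lower count was 2 without ST_DCF replicate 1 or ST_DCF replicate 2. The study had picked these 4 collagen genes from these libraries, so they are not independent evidence for the list. Beside these, the pericyte and fibroblast receptor gene PDGFRB, a marker of other cell types, was higher in AL with a log2 fold change of 1.29 (adjusted p = 0.0017). Without AL replicate 2, the log2 fold change of COL1A2 in AL was 0.04 (adjusted p = 0.98), and its call also ended without ST replicate 1 (0.18) or ST replicate 2 (0.15). COL3A1 was not called in AL_DCF without ST replicate 1 (adjusted p = 0.21), ST replicate 2 (0.14), AL_DCF replicate 1 (0.15), AL_DCF replicate 2 (0.055) or any single ST_DCF library.

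**Figure D3:**
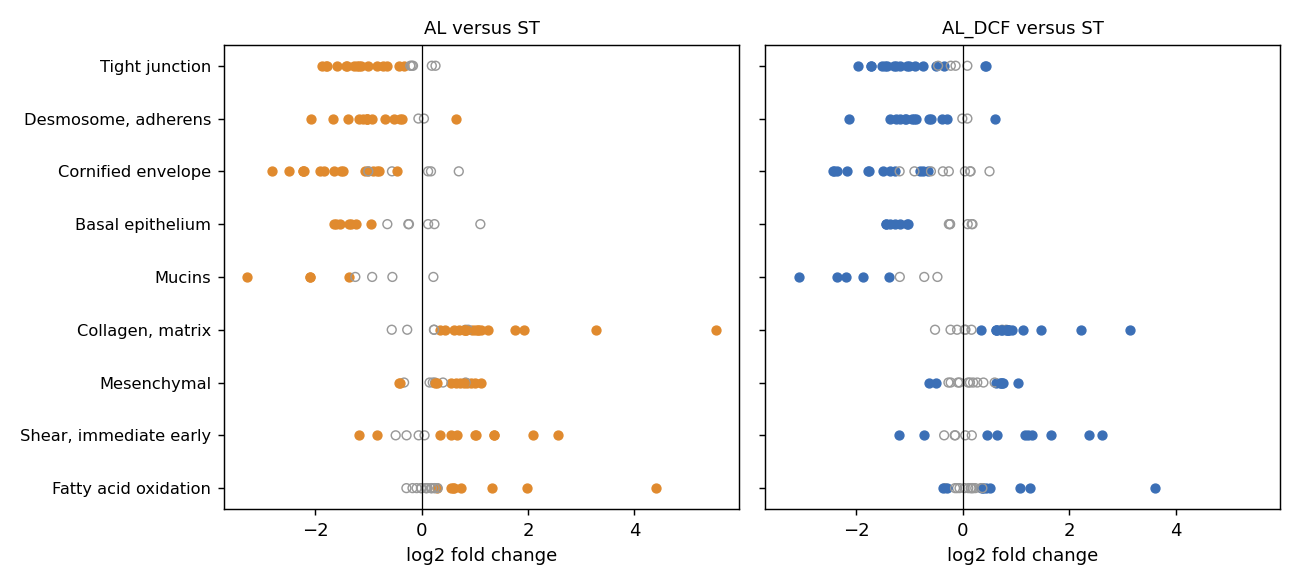
Log2 fold change of each tested gene of 9 groups in AL (left) and AL_DCF (right) against ST, 1 point per gene, filled where the adjusted p is under 0.05 and open where it is not. Tight junction, desmosome and cornified envelope genes lie mostly below 0 and collagen and matrix genes mostly above 0.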

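Among matrix metalloproteinase genes, MMP2 (gene identifier 4313), which encodes a gelatinase on chromosome 16 of GRCh38 from 55478830 to 55506691, had 8.34 ± 1.40 CPM in ST, 21.4 ± 8.03 in AL and 12.6 ± 1.40 in AL_DCF (SD, n = 2). Its log2 fold change was 1.36 in AL (adjusted p = 0.0016 from edgeR's quasi-likelihood test) and 0.59 in AL_DCF (adjusted p = 0.093, and 0.037 to 0.398 over the alternatives). MMP1 (gene identifier 4312), the interstitial collagenase gene on chromosome 11 of GRCh38 from 102789919 to 102798160, had a log2 fold change of 0.73 in AL (adjusted p = 0.18) and 1.45 in AL_DCF (adjusted p = 0.014). MMP17 (gene identifier 4326), a gene of a membrane-anchored protease on chromosome 12 of GRCh38 from 131828393 to 131851771, had a log2 fold change of 1.19 in AL (adjusted p = 0.015) and 0.26 in AL_DCF (adjusted p = 0.596). MMP2 and MMP17 thus passed the test in AL alone and MMP1 in AL_DCF alone, and their interactions were −0.91 (adjusted p = 0.35), −1.58 (adjusted p = 0.24) and 0.02 (adjusted p = 0.99). The urokinase gene PLAU, whose protease activates plasminogen, fell with a log2 fold change of −0.68 in AL (adjusted p = 8.5e-04) and −0.96 in AL_DCF (adjusted p = 8.1e-05). Of 18 tested metalloproteinase, inhibitor and plasminogen activator genes, 5 were higher and 2 lower in AL, and 2 were higher and 3 lower in AL_DCF, as when adjusted over the list alone. Neither set was called (camera, adjusted p = 0.49 in AL and 0.81 in AL_DCF). MMP17 was not called in AL without ST replicate 1 (adjusted p = 0.13), ST replicate 2 (0.057), AL replicate 1 (0.077) or AL replicate 2 (0.073). MMP1 was not called in AL_DCF without ST replicate 1 (adjusted p = 0.074), ST replicate 2 (0.096) or AL_DCF replicate 1 (0.11), and 2 genes of the list were higher in AL without ST replicate 1 or AL replicate 1 and 1 without ST replicate 2. In AL_DCF the higher count was 0 without ST replicate 2 or AL_DCF replicate 1 and 1 without ST replicate 1 or AL_DCF replicate 2.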

**Figure 3:**
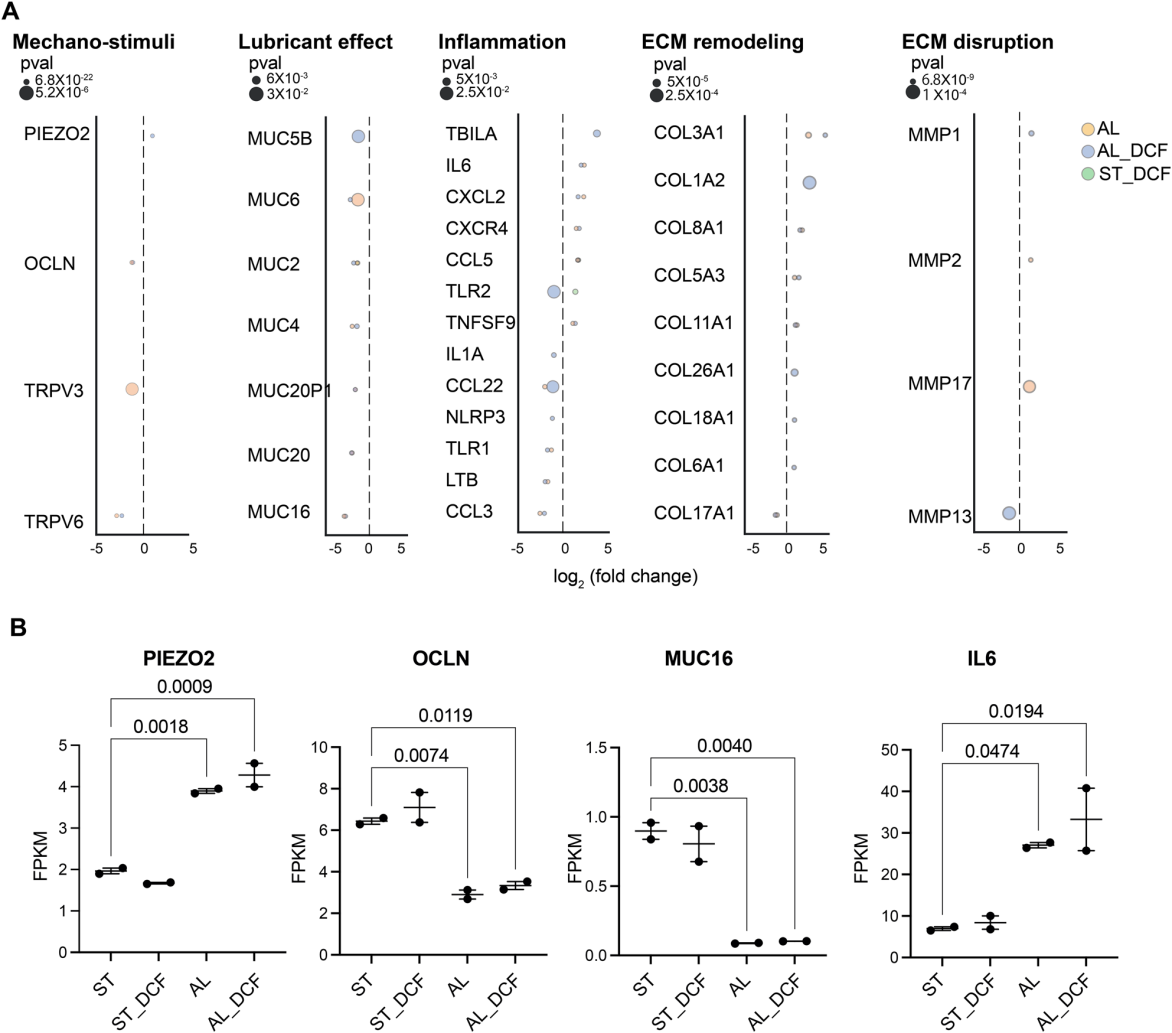
The impact of AL stimulus on the alteration of key DE-related transcripts. (**A**) DEGs of mechano-stimuli, lubricant effect, inflammation, ECM remodeling, and ECM disruption. Genes with twofold change and a *p*-value < 0.05 was applied. **(B**) The comparative gene expression (normalized FPKM values) of DES markers in HCE-T cells. Dot plot in which the mean of each group is indicated with a black line (data are presented in duplicates as means ± S.E.M). The *p*-values were determined by the Dunnett’s multiple comparison test.

The introduction of DCF did not reverse of the overexpression of *IL-6*, nor did it mitigate the reduction in the gene expression of mucin and occudens, as exemplified by *MUC1* and *MUC16*, and *OCLN* (Fig. 3B). Furthermore, the downregulation of the antioxidative enzyme related gene (*GSS*) remained unchanged despite the presence of DCF. However, it is noteworthy that the growth factor *TGFB1* transcript demonstrated a significant increase under AL stimuli. 

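Between AL_DCF and AL, IL6, MUC16 and OCLN did not pass the test. Their log2 fold changes were 0.34 (adjusted p = 0.51 from edgeR's quasi-likelihood test), 0.19 (adjusted p = 0.599) and 0.12 (adjusted p = 0.74). MUC1 (gene identifier 4582), a membrane mucin gene on chromosome 1 of GRCh38 from 155185824 to 155192915, had 15.7 ± 4.15 CPM in ST, 18.2 ± 0.866 in AL and 11.2 ± 0.717 in AL_DCF (SD, n = 2). For MUC1, the log2 fold change was 0.22 in AL against ST (adjusted p = 0.38), −0.48 in AL_DCF against ST (adjusted p = 0.0597) and −0.70 in AL_DCF against AL (adjusted p = 0.11). A p that misses the threshold does not show that DCF left a level unchanged. Genes that did differ between AL_DCF and AL included DNAH3, an axonemal dynein gene, with a log2 fold change of −1.48 (adjusted p = 3.6e-04), and HDAC9, a histone deacetylase gene, with one of 1.42 (adjusted p = 0.0101). The ribosomal RNA precursor RNA45SN3 was higher in AL_DCF with a log2 fold change of 1.78 (adjusted p = 0.017), and ribosomal RNA took 2.45% and 2.34% of the counts in the AL_DCF libraries against 1.48% to 2.05% in the other 6. In total, 18 genes were higher and 44 lower in AL_DCF than in AL. DESeq2 called 261 genes in this comparison, MUC1 among them (adjusted p = 0.0052, and 0.0052 to 0.71 over all alternatives). The total of 62 was 37 without ST replicate 1, 34 without ST replicate 2, 143 without ST_DCF replicate 1, 142 without ST_DCF replicate 2, 29 without AL replicate 1, 10 without AL replicate 2 and 27 without AL_DCF replicate 2, and neither HDAC9 nor RNA45SN3 was called without AL replicate 1 or AL replicate 2.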

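GSS encodes glutathione synthetase, the last enzyme of glutathione synthesis. GSS (gene identifier 2937) lies on chromosome 20 of GRCh38 from 34928432 to 34956027 and had 193 ± 5.13 CPM in ST, 139 ± 1.19 in AL and 132 ± 1.35 in AL_DCF (SD, n = 2). It fell with a log2 fold change of −0.47 in AL (adjusted p = 9.5e-04 from edgeR's quasi-likelihood test) and −0.55 in AL_DCF (adjusted p = 3.5e-04). Between AL_DCF and AL, its log2 fold change was −0.08 (adjusted p = 0.71). Other antioxidant genes rose. NQO1, which encodes a quinone reductase, had log2 fold changes of 0.92 in AL (adjusted p = 2.0e-05) and 0.77 in AL_DCF (adjusted p = 6.8e-05). TXNRD1, the thioredoxin reductase gene, had log2 fold changes of 0.57 (adjusted p = 7.0e-04) and 0.81 (adjusted p = 5.7e-05), and CAT, the catalase gene, 0.69 (adjusted p = 1.2e-04) and 0.69 (adjusted p = 1.3e-04). Of 19 tested genes of the NRF2 and antioxidant list, 10 were higher and 1 lower in AL, as when adjusted over the list alone (camera, adjusted p = 7.5e-05, and adjusted p = 0.051 with an estimated correlation). In AL_DCF, 11 were higher (12 when adjusted over the list alone) and 1 lower (camera, adjusted p = 2.5e-05, and adjusted p = 0.067 with an estimated correlation). GSS was the lower gene in both. The higher count in AL was 6 without ST replicate 1, and that in AL_DCF was 7 without ST replicate 1, ST replicate 2 or AL_DCF replicate 1.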

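TGFB1 encodes transforming growth factor beta 1, a growth factor of matrix production. TGFB1 (gene identifier 7040) lies on chromosome 19 of GRCh38 from 41330323 to 41353922 and had 121 ± 0.826 CPM in ST and 143 ± 1.10 CPM in AL (SD, n = 2). It was called higher in AL with a log2 fold change of 0.25 (standard error 0.07, adjusted p = 0.038 from edgeR's quasi-likelihood test), and both AL libraries lay above both ST libraries. TGFB2, which encodes another isoform, was higher in AL with a log2 fold change of 0.73 (adjusted p = 0.037). The call of TGFB1 ended without ST replicate 1 (adjusted p = 0.23), ST replicate 2 (0.19), AL replicate 1 (0.18) or AL replicate 2 (0.16).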

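In AL_DCF, the level of TGFB1 was 113 ± 3.80 CPM (SD, n = 2), and both AL_DCF libraries lay below both AL libraries. The TGFB1 log2 fold change was −0.34 against AL (standard error 0.07, adjusted p = 0.103 from edgeR's quasi-likelihood test) and −0.09 against ST (adjusted p = 0.43). The interaction of the AL stimulus with DCF was −0.42 on the log2 scale (adjusted p = 0.23). TGFB2 had a log2 fold change of −0.46 in AL_DCF against AL (adjusted p = 0.398). DESeq2 called TGFB1 lower in AL_DCF than in AL (adjusted p = 0.00597), and over all alternatives the adjusted p was 0.00597 to 0.67.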

Intriguingly, this heightened expression was subsequently attenuated upon the addition of DCF in the AL_DCF treatment group (Supplementary Fig. 6). To investigate the impact of AL and AL_DCF on inducing any death signal in cells, we checked important genes related to apoptosis such as caspase-related genes (*CASP1*, *CASP2, CASP3, CASP4, CASP5, CASP6, CASP7, CASP8, CASP9, CASP10)* where there was no significant upregulation in these genes as compared with ST or ST_DCF (Supplementary Fig. 7).

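Caspase genes encode the proteases that start and carry out apoptosis, and CASP1 and CASP4 encode inflammatory caspases. Of the 9 caspase genes tested, 0 were higher in AL, AL_DCF or ST_DCF against ST at an adjusted p under 0.05 from edgeR's quasi-likelihood test, or in AL_DCF against ST_DCF. In AL, 2 were lower, also when adjusted over the list alone. These were CASP4 with a log2 fold change of −0.41 (adjusted p = 0.0085) and CASP10 with one of −0.42 (adjusted p = 0.038). CASP4 had 252 ± 11.3 CPM in ST and 190 ± 17.6 CPM in AL (SD, n = 2). CASP4 (gene identifier 837) lies on chromosome 11 of GRCh38 from 104942866 to 104968574. The initiator genes CASP8 and CASP9 had log2 fold changes of −0.09 (adjusted p = 0.57) and −0.05 (adjusted p = 0.85) in AL. CASP1 had a log2 fold change of 0.23 in AL_DCF (adjusted p = 0.33). The set was not called in AL (camera, adjusted p = 0.098) or in AL_DCF (adjusted p = 0.67). Between AL_DCF and AL, 2 caspase genes were higher when adjusted over the list alone and none over all genes. CASP4 was not called in AL without ST replicate 1 or AL replicate 2, and CASP10 was not called without any single ST or AL library. In AL_DCF the higher count of the caspase list was 1 without AL_DCF replicate 1.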

### AL elevates mitochondria-related metabolites

To investigate the impact of AL and AL_DCF in inducing change in the extracellular metabolites in both the apical (AP) and the basolateral (BA) compartments, LCMS-based none-targeted metabolomic analysis was performed at 0, 3, 6, and 24 h (Fig. 4A(I)). We were able to annotate a total of 121 metabolites (Supplementary data 1). We utilized peak areas for metabolite semi-quantification. The principal component analysis (PCA) results demonstrated a gradual shift in metabolite levels over time. This shift was evident from the systematic change in sample clusters at 3 h compared to 0 h, 6 h compared to 0 h, and 24 h compared to 0 h (Fig. 4A(II)). To identify unique metabolites, we employed partial least square discrimination analysis (PLS-DA) in combination with the variable importance in projection (VIP) (Fig. 4B). We considered metabolites with a score equal to or greater than 2. At 3 h, the identified metabolites included methyl-2-oxovaleric acid, 3-methyl-2-oxobutanoic acid, palmitoyl-carnitine, myristoyl-carnitine, hippuric acid, ureidopropionic acid, cytosine, and N, N-dimethylguanosine. At 6 h, the identified metabolites were stearoyl-carnitine, palmitoyl-carnitine, methyl-2-oxovaleric acid, 3-methyl-2-oxobutanoic acid, myristoyl-carnitine, and ureidopropionic acid. Finally, at 24 h, the identified metabolites were 3-methyl-2-oxobutanoic acid, methyl-2-oxovaleric acid, lauroyl-carnitine, decanoyl-carnitine, thiamine, and 3-hydroxyisovaleric acid. In addition, we investigated the translocation of DCF from the AP compartment into the BA compartment. We calculated the accumulation of DCF in the BA compartment over a 24 h period based on the AUC values. Our results revealed a rapid accumulation of DCF in the BA compartment within the first 6 h. However, after this initial period, we observed a saturation point where the accumulation of DCF reached a plateau and remained relatively stable up to 24 h (Supplementary Fig. 8A). We further investigated the permeation of DCF across the barrier toward the BA compartment within 3 h under both ST and AL conditions. The application of AL stimulus led to an increase in DCF permeation as compared to ST conditions, although these differences were not statistically significant (Supplementary Fig. 8B).

**Figure 4:**
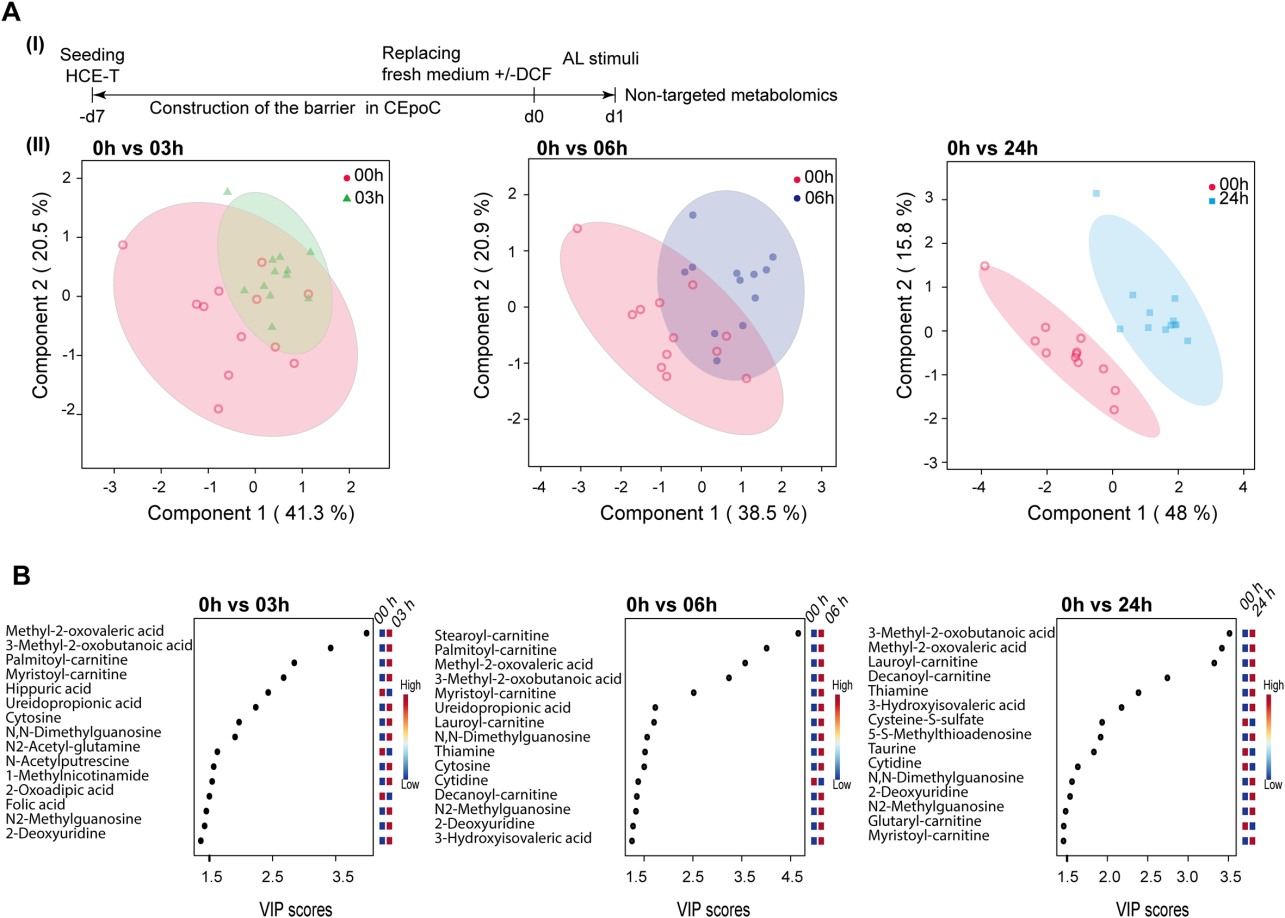
LCMS-based nontargeted metabolomic analysis of extracellular metabolites under AL stimulus. (**A**) I) The protocol that showcase the timeline of HCE-T culturing, barrier formation and extracellular samples collection (one microliter) for nontargeted metabolomics; II) Principal component analysis (PCA) of metabolomics dataset peak areas (log transformation) of samples (except internal standards, QC, and blanks) at 0 h versus 3 h, 0 h versus 6 h and 0 h versus 24 h, respectively. (**B**) Variable importance in projection (VIP) derived from the partial least square discrimination analysis (PLS-DA) that included all samples (except internal standards, QC, and blanks) for the selection of important metabolites at 0 h versus 3 h, 0 h versus 6 h and 0 h versus 24 h, respectively. *p*-value < 0.05 was applied.

We subsequently directed our focus towards unique discovered metabolites, such as methyl-2-oxovaleric acid, 3-methyl-2-oxobutanoic acid, palmitoyl-carnitine, and decanoyl-carnitine. These metabolites were found to be secreted from both the AP and BA sides, albeit with distinct secretion kinetics.

To analyze the differences in secretion activity between AL and AL_DCF, we first adjusted the values based on channel volumes and then normalized them using the initial values at time 0. Next, we utilized the area under the curve (AUC) values to compare the metabolic activity. Under AL stimulation, both methyl-2-oxovaleric acid and 3-methyl-2-oxobutanoic were actively secreted from the AP side, exhibiting AUCs of 111.8 ± 10 and 124.8 ± 14, respectively. In comparison, their secretion activity on the BA side was lower, with AUCs of 44.79 ± 11 and 39.91 ± 11, respectively. Interestingly, the combination of AL with DCF enhanced the secretion of these metabolites on the AP side, resulting in increased AUCs of 151.6 ± 24 (methyl-2-oxovaleric acid) and 159 ± 30 (3-methyl-2-oxobutanoic acid). The elevation in secretion was accompanied by a slight increase in BA secretion as well, with AUCs of 55.71 ± 71 (methyl-2-oxovaleric acid) and 51.31 ± 8.6 (3-methyl-2-oxobutanoic acid) (Fig. 5A(I), A (II)).

**Figure 5:**
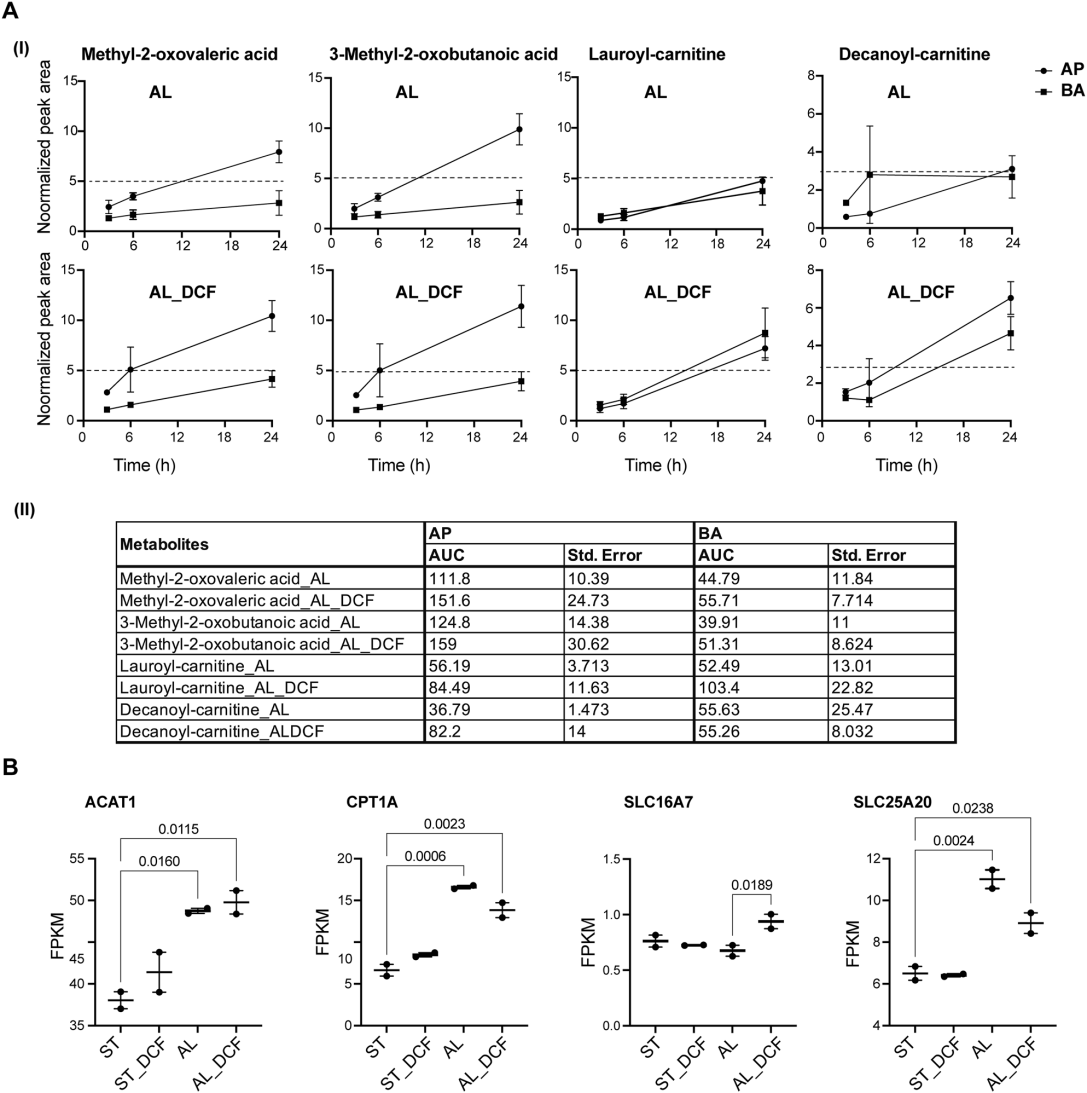
The effect of DCF on the alteration of extracellular metabolites under AL stimulus. (**A**) I) Selection of metabolites based on the VIP analysis score of highly active profile; under AL stimulus only (upper) and under AL stimulus and DCF treatment (lower). Peak areas were corrected by the channels volume and then normalized by the 0 h values. AP: apical, BA: basolateral. Data are presented in triplicates as means ± S.E.M. II) A table that summarizing the AUC values of metabolites from both AP and BA. (**B**) The comparative gene expression (normalized FPKM values) of essential metabolites-related genes in dot plot in which the mean of each group is indicated with a black line (data are presented in duplicates as means ± S.E.M). The *p*-values were determined using the Dunnett’s multiple comparison test.

On the contrary, in response to AL stimuli, lauroyl-carnitine and decanoyl-carnitine exhibited a tendency for active secretion on both the AP and BA sides, showing AUCs of 52.49 ± 13 and 55.63 ± 25 in BA side, respectively, in comparison to the AP side where their AUCs were 56.19 ± 3.7 (lauroyl-carnitine) and 36.79 ± 1.4 (decanoyl-carnitine). When combined with DCF, there was a slight increase in AP secretion, resulting in AUCs of 84.49 ± 11 (lauroyl-carnitine) and 82.2 ± 14 (decanoyl-carnitine). Also, there was a slight elevation in the secretion of lauroyl-carnitine in BA compartment (AUC:103.4 ± 22). However, decanoyl-carnitine did not show a notable change in secretion in the BA compartment (AUC: 55.26 ± 8) (Fig. 5A(II)). We further investigated genes with biological connections to these metabolites. For example, the Acetyl-CoA Acetyltransferase 1 (*ACAT1*) gene encodes an enzyme that catalyzes the breakdown of acetoacetate, a product of both methyl-2-oxovaleric acid and 3-methyl-2-oxobutanoic acid. Both AL and AL_DCF treatments led to a significant upregulation of this gene compared to the ST and ST_DCF treatments. Furthermore, we investigated the expression of Solute Carrier Family 16 Member 7 (*SLC16A7*) gene, that encode monocarboxylate transporter 2 and has an affinity for the ketone bodies such as acetoacetate and their derivatives (methyl-2-oxovaleric acid and 3-methyl-2-oxobutanoic acid). 

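ACAT1 encodes a mitochondrial thiolase that acts in isoleucine and ketone body breakdown. It had 70.5 ± 2.41 CPM in ST, 75.3 ± 4.66 in ST_DCF, 90.3 ± 0.0197 in AL and 92.8 ± 7.88 in AL_DCF (SD, n = 2). ACAT1 (gene identifier 38) lies on chromosome 11 of GRCh38 from 108116705 to 108147603. It was called higher in AL against ST (log2 fold change 0.36, adjusted p = 0.014 from edgeR's quasi-likelihood test), in AL_DCF against ST (0.40, adjusted p = 0.0077) and in AL_DCF against ST_DCF (0.30, adjusted p = 0.027). IVD, the isovaleryl-CoA dehydrogenase gene of leucine breakdown, was lower in AL_DCF than in ST with a log2 fold change of −0.44 (adjusted p = 0.0026). BCKDHA, which encodes a subunit of the branched-chain ketoacid dehydrogenase, was lower with one of −0.43 (adjusted p = 0.00399) and was not called without ST replicate 2. Of 24 tested genes of branched-chain amino acid breakdown, 2 were higher and 3 lower in AL (3 and 3 when adjusted over the list alone), and the set was not called (camera, adjusted p = 0.59). In AL_DCF, 4 were higher and 5 lower, as when adjusted over the list alone (camera, adjusted p = 0.81). These counts moved when single libraries were left out. Leaving out a library of a compared group leaves 1 library there and lowers the power of the test, so these changes do not single out a library. In AL, the higher genes numbered 0 without ST replicate 2, AL replicate 1 or AL replicate 2, 1 without ST replicate 1 and 4 without ST_DCF replicate 1, ST_DCF replicate 2 or AL_DCF replicate 2, and the lower genes 0 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2. For AL_DCF, the higher genes numbered 0 without ST replicate 2 and 1 without ST replicate 1 or AL_DCF replicate 2, and the lower genes 1 without ST replicate 2 and 2 without ST replicate 1. The call of ACAT1 in AL ended without ST replicate 1 (adjusted p = 0.075), ST replicate 2 (0.13), AL replicate 1 (0.084) or AL replicate 2 (0.087). Against ST, the call in AL_DCF ended without ST replicate 1 (adjusted p = 0.051) or ST replicate 2 (0.098), and against ST_DCF without ST_DCF replicate 2 (0.11), AL_DCF replicate 2 (0.15) or any single ST or AL library.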

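SLC16A7 encodes a transporter of pyruvate, lactate and ketone bodies. It had 11.0 ± 0.692 CPM in ST, 10.0 ± 0.0992 in ST_DCF, 9.31 ± 0.995 in AL and 13.1 ± 1.48 in AL_DCF (SD, n = 2). SLC16A7 (gene identifier 9194) lies on chromosome 12 of GRCh38 from 59596029 to 59789841. For SLC16A7, the log2 fold change in AL_DCF was 0.25 against ST (adjusted p = 0.24 from edgeR's quasi-likelihood test), 0.49 against AL (adjusted p = 0.19) and 0.38 against ST_DCF (adjusted p = 0.075). SLC16A5, another transporter gene of this family, was lower in AL_DCF than in ST with a log2 fold change of −0.67 (adjusted p = 0.0015). In AL, SLC16A5 was lower too, with a log2 fold change of −0.65 (adjusted p = 0.0017). Of 13 tested monocarboxylate and carnitine transport genes, 1 was higher and 1 lower in AL_DCF than in ST, as when adjusted over the list alone. In AL, 3 were higher and 2 lower, also when adjusted over the list alone. The set was not called in AL_DCF (camera, adjusted p = 0.81) or in AL (adjusted p = 0.35). Higher transport genes in AL_DCF numbered 0 without ST replicate 1, ST replicate 2 or AL_DCF replicate 1 and 2 without ST_DCF replicate 1, ST_DCF replicate 2 or AL_DCF replicate 2, and lower ones 2 without AL_DCF replicate 2. Higher transport genes in AL numbered 1 without ST replicate 1, ST replicate 2 or AL replicate 2, and lower ones 1 without ST replicate 1, AL replicate 1 or AL replicate 2.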

Interestingly, the expression level of *SLC16A7* gene was significantly upregulated under AL_DCF conditions (Fig. 5B). Additionally, we explored the expression of Carnitine Palmitoyltransferase 1A (*CPT1A*) gene, responsible for transferring long-chain fatty acids to carnitine, forming acylcarnitines such as lauroyl-carnitine and decanoyl-carnitine. We also investigated the Solute Carrier Family 25 Member 20 (*SLC25A20*) gene, which encodes a transporter accountable for conveying acylcarnitines across the mitochondrial membrane and governing mitochondrial oxidative metabolism. Our data reveals a noteworthy upregulation in the expression of *CPT1A* and *SLC25A20* genes under both AL and AL_DCF conditions as compared with ST and ST_DCF conditions. 

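CPT1A encodes the carnitine palmitoyltransferase that commits long-chain fatty acids to oxidation, and SLC25A20 the carrier of acylcarnitines into mitochondria. CPT1A rose from 39.5 ± 4.77 CPM in ST to 98.7 ± 1.62 CPM in AL and 82.7 ± 6.01 CPM in AL_DCF, with 48.9 ± 4.05 CPM in ST_DCF (SD, n = 2). CPT1A (gene identifier 1374) lies on chromosome 11 of GRCh38 from 68754620 to 68844277. Its log2 fold change was 1.32 in AL against ST (adjusted p = 6.4e-06 from edgeR's quasi-likelihood test), 1.07 in AL_DCF against ST (adjusted p = 3.2e-05) and 0.76 in AL_DCF against ST_DCF (adjusted p = 3.0e-04). SLC25A20 (gene identifier 788) on chromosome 3 of GRCh38 from 48856926 to 48898882 had 13.5 ± 1.09 CPM in ST and 22.6 ± 1.21 CPM in AL (SD, n = 2). It was higher in AL against ST (log2 fold change 0.74, adjusted p = 8.8e-04), in AL_DCF against ST (0.44, adjusted p = 0.018) and in AL_DCF against ST_DCF (0.47, adjusted p = 0.012). ACADVL, which encodes the first dehydrogenase of long-chain fatty acid oxidation, was higher in AL with a log2 fold change of 0.59 (adjusted p = 6.7e-04). PDK4, a kinase gene that limits the use of pyruvate, was higher with one of 1.97 (adjusted p = 0.0054). Of 22 tested genes of fatty acid oxidation, 8 were higher and 0 lower in AL (9 and 1 when adjusted over the list alone, camera, adjusted p = 6.0e-05, and adjusted p = 0.051 with an estimated correlation). In AL_DCF, 7 were higher and 2 lower (9 and 3 when adjusted over the list alone, camera, adjusted p = 0.0086, and adjusted p = 0.13 with an estimated correlation). The study had picked CPT1A and SLC25A20 from these libraries, so they are not independent evidence of the direction of the list. In AL_DCF, SLC25A20 was not called without ST replicate 1 (adjusted p = 0.17), ST replicate 2 (0.057) or AL_DCF replicate 1 (0.075). The higher count of the list was 5 in AL and 2 in AL_DCF without ST replicate 1, and 4 in AL_DCF without ST replicate 2. Lower genes of the list numbered 1 without ST_DCF replicate 1 or ST_DCF replicate 2 in AL, and 0 without ST replicate 1, ST replicate 2, AL_DCF replicate 1 or AL_DCF replicate 2 and 1 without AL replicate 1 or AL replicate 2 in AL_DCF.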

Notably, the AL_DCF group demonstrated a slightly diminished expression of *SLC25A20* (Fig. 5B).

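The level of SLC25A20 in AL_DCF was 18.4 ± 1.10 CPM (SD, n = 2), below both AL libraries. Between AL_DCF and AL, its log2 fold change was −0.30 (standard error 0.11, adjusted p = 0.29 from edgeR's quasi-likelihood test), a difference that did not pass the test. CPT1A had a log2 fold change of −0.25 in the same comparison (adjusted p = 0.32), and ACADVL had one of −0.22 (adjusted p = 0.32). None of the 22 fatty acid oxidation genes was called between AL_DCF and AL, where 2190 of all genes had an unadjusted p under 0.05 by edgeR. As a set they were lower, with a median log2 fold change of −0.06 (camera, adjusted p = 0.0045, and adjusted p = 0.18 with an estimated correlation).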

## Discussion

DES originates from various factors, such as the instability of the tear film and inadequate tear secretion. These factors expose the ocular surface to air, potentially resulting in tissue damage. To replicate the conditions of evaporative dry eye, we recognized the significance of applying an AL directly to the surface of the corneal epithelial barrier for inducing dry eye-like characteristics in cells. For this purpose, we employed our previously developed CEpOC with additional modifications such as a reservoir in the outlet area for increasing the exposure of air to cells periodically at regular intervals.

Our findings revealed that over the course of a week, HCE-T cells grew and expanded within the device, ultimately leading to the development of a barrier. The characteristics of the barrier was further verified through the observation of ZO-1 and other key markers such as P-gp and CK12. Collectively, these findings underscored the feasibility of creating a human corneal epithelial barrier within the adapted device.

We proceeded to apply the AL stimulus to the CEpoC for a duration of 24 h. We then assessed cell viability and morphology under two conditions: AL alone, and AL in combination with DCF (50 μM), as compared to cells under ST conditions. We decided the concentration of DCF of 50 μM as previously reported^14^ , while a higher dose (200 μM) resulted in considerable cell death (data is not presented). Our results demonstrated that the exposure to the AL stimulus did not lead to notable changes in cell viability, a conclusion supported by the Calcein AM intensity measurements. However, we noticed a modest decrease in cells area. It is worth noting that the use of DCF in the treatment of DES has generated conflicting outcomes in the literature. While it has been proposed as a potential treatment for DES where DCF has a protective effect against hyperosmolarity induced cell damage^14^, there have been more contrasting reports highlighting cases of toxic reactions in corneal epithelial cells following DCF application^15–17^. In our results, we did not observe significant toxicity as determined by the Calcein AM assay.

To deepening our understanding about cell characteristics, we then investigated the transcriptomics alternation under AL and AL_DCF. We observed a distinct transcriptomic change between cells exposed to AL and AL_DCF conditions compared to those under ST and ST_DCF conditions, signifying a fundamental shift in the transcriptomic expression within the cells. Our analysis of GO pathways revealed significant impacts on processes related to development, anatomical structure formation, DNA packaging, epithelium development, cornification, and cell–cell junctions in both AL and AL_DCF conditions. Furthermore, the pathway related to chemotaxis and leukocyte chemotaxis was affected specifically in the AL_DCF group. 

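Histone genes, whose proteins package DNA into nucleosomes, were higher in AL than in ST and were not higher in AL_DCF. H1-2, a linker histone gene, had 46 ± 1.81 CPM in ST, 110 ± 3.72 in AL and 45.5 ± 4.60 in AL_DCF (SD, n = 2). H1-2 (gene identifier 3006) lies on chromosome 6 of GRCh38 from 26055740 to 26056470. It rose with a log2 fold change of 1.26 in AL against ST (adjusted p = 5.4e-06 from edgeR's quasi-likelihood test) and fell with one of −1.27 in AL_DCF against AL (adjusted p = 3.5e-04). H2BC12, a core histone gene, had log2 fold changes of 1.14 in AL against ST (adjusted p = 2.5e-05) and −1.27 in AL_DCF against AL (adjusted p = 3.6e-04). Of 51 tested histone genes, 28 were higher and 0 lower in AL than in ST (30 higher when adjusted over the list alone, camera, adjusted p = 1.6e-15, and adjusted p = 0.16 with an estimated correlation). In AL_DCF against ST, 0 were higher and 3 lower (0 lower when adjusted over the list alone, camera adjusted p = 0.26). Between AL_DCF and AL, 19 were lower and 0 higher (37 lower when adjusted over the list alone, camera, adjusted p = 1.2e-42, and adjusted p = 0.18 with an estimated correlation). The interaction of the AL stimulus with DCF had a median of −1.04 over the list, 2 genes were called and 22 when adjusted over the list alone (camera, adjusted p = 2.5e-22, and adjusted p = 0.45 with an estimated correlation). The summed CPM of these genes was 2695 and 2644 in the ST libraries, 3257 and 3620 in AL and 2325 and 2559 in AL_DCF. The higher count in AL was 15 without ST replicate 1, 17 without ST replicate 2 and 12 without AL replicate 2. The lower count in AL_DCF against ST was 0 without ST replicate 2 and 1 without AL_DCF replicate 2. The lower count between AL_DCF and AL was 12 without AL replicate 1, 5 without AL replicate 2 and 9 without AL_DCF replicate 2.

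**Figure D4:**
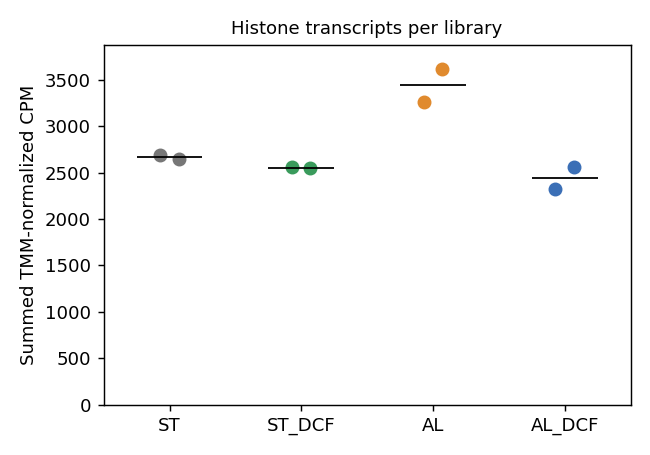
Summed TMM-normalized CPM of the 51 tested histone genes, 1 point per library, with the mean of n = 2 as a line. The AL libraries are at 3257 and 3620 and the other 6 libraries lie between 2325 and 2695.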

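The neutrophil chemokine genes CXCL8 and CXCL3 passed the test in AL_DCF but not in AL. In AL against ST, the log2 fold change of CXCL8 was 0.57 (adjusted p = 0.092 from edgeR's quasi-likelihood test) and that of CXCL3 was 0.37 (adjusted p = 0.57). Between AL_DCF and AL directly, CXCL8 had a log2 fold change of 0.79 (adjusted p = 0.16, called without AL_DCF replicate 2) and CXCL3 one of 1.08 (adjusted p = 0.24). The interactions of the AL stimulus with DCF were 0.87 for CXCL8 (adjusted p = 0.35) and 1.07 for CXCL3 (adjusted p = 0.49). CXCR4, a receptor gene of leukocyte migration, was higher in AL as well, with a log2 fold change of 1.74 (adjusted p = 0.0052), a call that ended without ST replicate 1. CXCL2, another neutrophil chemokine gene, had a log2 fold change of 0.62 between AL_DCF and AL (adjusted p = 0.34). None of the 22 NF-kB and cytokine genes was called between AL_DCF and AL over all genes, 2 were higher when adjusted over the list alone, and the set was higher with a median of 0.30 (camera, adjusted p = 0.0047, and adjusted p = 0.62 with an estimated correlation). The 2 AL_DCF libraries differed in this list. Against ST, its median in AL_DCF was 0.14, and it was −0.01 without AL_DCF replicate 1 and 0.22 without AL_DCF replicate 2.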

Our data revealed an increase in genes associated with inflammation (such as *IL-6*) and a substantial decrease in genes linked to mucin production, notably *MUC16*. These results align with common observations in cases of DES. Furthermore, the AL stimulus elicited a noteworthy upregulation of *PIEZO2*, a mechanosensing channel expressed in the corneal epithelium^18^, which could exacerbate the signaling of damage in DE patients^19^. Conversely, we observed a downregulation in the expression of *OCLN*, a gene related to cell–cell junctions. Although TRP channels, such as *TRPV3*, are expressed in the cornea and are associated with thermosensation^20^, their contribution to DES is likely minor. As a result, we did not observe a significant increase in their expression in our data. Remarkably, these pathways collectively mirror common characteristics of biological pathways associated with DES, where disruptions to epithelial structure, compromised cell–cell junctions, the initiation of inflammatory responses, and the remolding of ECM are prevalent features^21,22^. Nevertheless, we did not detect any notable increase in the expression of the DES marker gene *MMP9*. 

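Genes of epithelial junctions, of the cornified envelope, of inflammation and of the matrix were also compared between AL_DCF and ST_DCF, in which both arms received DCF and no library is shared with AL against ST. Among junction genes, CLDN7 had a log2 fold change of −2.14 (adjusted p = 6.6e-08 from edgeR's quasi-likelihood test) and CDH1 one of −2.23 (adjusted p = 7.9e-08). Tight junction genes were lower for 16 of 21 and higher for 2 (17 and 2 when adjusted over the list alone, camera, adjusted p = 1.1e-10, and adjusted p = 0.079 with an estimated correlation). Desmosome and adherens junction genes were lower for 13 of 16 and higher for 1, as when adjusted over the list alone (camera, adjusted p = 3.6e-08, and adjusted p = 0.079 with an estimated correlation). For the cornified envelope, 12 of 21 genes were lower and 0 higher, also when adjusted over the list alone (camera, adjusted p = 1.1e-07, and adjusted p = 0.18 with an estimated correlation). The inflammatory gene IL6 rose with a log2 fold change of 2.02 (adjusted p = 5.6e-05), and CXCL2 with one of 2.67 (adjusted p = 6.5e-05). Cytokine genes of the NF-kB list were higher for 6 of 22 and lower for 3 (7 and 4 when adjusted over the list alone), and that set was not called (camera, adjusted p = 0.49), with a lower count of 5 without AL_DCF replicate 1. Among matrix genes, COL8A1 rose with a log2 fold change of 1.92 (adjusted p = 8.6e-04), and 13 of 24 collagen and matrix genes were higher and 1 lower (14 and 1 when adjusted over the list alone, camera, adjusted p = 3.6e-08, and adjusted p = 0.079 with an estimated correlation), with a lower count of 0 without ST_DCF replicate 1 or AL_DCF replicate 2 and 2 without ST_DCF replicate 2. In all, 1636 genes were higher and 1983 lower in AL_DCF than in ST_DCF, a total of 3619 that was 2357 without AL_DCF replicate 2. The paper concludes that the altered pathways together share common features with pathways associated with DES.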

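MMP9 encodes a gelatinase that degrades basement membrane components. MMP9 (gene identifier 4318) lies on chromosome 20 of GRCh38 from 46008908 to 46016561 and had 2.63 ± 0.633 CPM in ST, 1.71 ± 0.202 in AL and 1.83 ± 0.234 in AL_DCF (SD, n = 2). For MMP9, the log2 fold change was −0.62 in AL (standard error 0.26, adjusted p = 0.13 from edgeR's quasi-likelihood test) and −0.52 in AL_DCF (adjusted p = 0.18). The receptor gene PLAUR of the urokinase pathway, which also acts in matrix breakdown, fell in AL with a log2 fold change of −0.90 (adjusted p = 2.5e-05). MMP13, a collagenase gene, was lower in AL_DCF with a log2 fold change of −1.45 (adjusted p = 0.016), a call that ended without ST replicate 2 or AL_DCF replicate 1.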

MMP9 is known to be upregulated in response to active inflammation and acute injury^23^. Since the AL stimulus was applied for 24 h, it is plausible that our model captured the early stages of inflammation and tissue injury, thereby not demonstrating sufficient *MMP9* expression. Another consideration is that the AL stimulus was administered using a cell culture medium containing serum components essential for cell survival. However, the presence of serum might have an impact on the inflammatory process^24^.

Non-targeted metabolomic analysis of DCF revealed a notable increase in DCF permeation across the epithelium barrier under AL stimulus compared to ST conditions after 3 h. These results support the transcriptomics analysis and cell morphology analysis, suggesting that AL stimulus could enhance DCF permeation, possibly due to the perturbation of tight junctions, as anticipated in DES conditions.

Furthermore, the non-targeted metabolomic analysis of extracellular samples revealed a systemic shift in metabolites over 24 h, indicating an alteration in the metabolic profile of cells. We observed a significant secretion of acylcarnitines in response to both AL and AL_DCF, consistent with our previous findings^12^. The carnitine shuttle plays a crucial role in facilitating the delivery of fatty acids into the mitochondria, initiating beta-oxidation and the tricarboxylic acid cycle, ultimately enhancing cellular energy production. SLC25 transporters are key players in this transportation process, actively contributing to the uptake and recycling of carnitine. In situations where fatty acid oxidation is impaired, the efflux of acylcarnitines from the mitochondria into the cytosol, and subsequently into the extracellular space, becomes crucial to prevent the accumulation of toxins within the mitochondria^25^. It is noteworthy that excessive secretion of acylcarnitines, such as lauroyl-carnitine, has been associated with inflammation^26^. Our results indicated an increase in the expression of *SLC25A20* under both AL and AL_DCF conditions. This suggests that *SLC25A20* may play a significant role in transporting these metabolites. Moreover, both methyl-2-oxovaleric acid and 3-methyl-2-oxobutanoic were prominently secreted apically, with higher levels observed in the AL_DCF condition. These metabolites are considered metabotoxins, suggesting an underlying disruption in cellular metabolism^27^. In our transcriptomic analysis, we observed a significant upregulation in the expression of *SLC16A7* gene, which encode monocarboxylate transporter 2 and has an affinity for acetoacetate and their derivatives metabolites (methyl-2-oxovaleric acid and 3-methyl-2-oxobutanoic)^28^. Considering the domination of the monocarboxylate transporters on the apical direction of the corneal epithelium^29^, DCF might have an active impact of these transporters, leading to the excessive transportation of these metabolites in the apical direction. However, the precise mechanism favoring their apical release under DCF remains to be elucidated.

Collectively, our results suggest that AL stimulus enhances the secretion of metabolites indicative of cell damage and inflammation. This observation correlates with the upregulation of genes associated with inflammation (e.g., *IL-6*) and cellular damage (e.g., *OCLN* and *MUC16*). Interestingly, the addition of DCF does not appear to effectively mitigate these effects at the transcriptomic level and at the metabolomic level, potentially explaining the undefined outcomes observed in DES thus far. Notably, there is a slight downregulation of *TGFB1* gene expression under the combined influence of DCF and AL. Although, TGFB1 secretion is known to play a crucial role in cornea injury responses and the activation of keratinocytes in the corneal stroma^30^, additional investigation is needed to determine whether the downregulation of *TGFB1* gene expression has any impact on DES.

Our study has several limitations. We focused on modeling the early stage of evaporative dry eye through the application of AL stimuli in CEpOC. To accurately replicate the later phases of the disease, which involve tissue inflammation and injury, it is important to consider additional elements such as incorporating immune cells and administrating chemical stimuli, such as TNF-a or IL-6 in combination with AL stimuli, in serum-free culturing conditions. Furthermore, an investigation into the protein secretome analysis, such as inflammatory cytokines and metalloprotease enzymes related to specific signaling pathways and mechanisms, is necessary. Additionally, future research should prioritize validating this model by using more clinically approved drugs. This validation will ensure the relevance and applicability of our model in a clinical context.

In conclusion, we examined how stimulating AL interface affects corneal epithelial cells in CEpOC with a purpose of mimicking conditions seen in evaporative dry eye. We successfully upregulated the CEpOC device to create an AL interface. By using HCE-T cells, we cultivated a corneal epithelial barrier within the modified CEpOC over a period of seven days. Transcriptomic analysis unveiled distinct patterns of gene expression in response to AL and AL_DCF stimuli. These changes were aligned with essential characteristics of DES, such as disrupted epithelial structure and inflammation. Metabolomic analysis revealed the secretion of group of metabolites, particularly acylcarnitines and metabotoxins, in response to AL and AL_DCF stimuli. Interestingly, DCF increased the apical secretion of these metabolites, which are associated with cellular damage and inflammation. Our study sheds light on the molecular and metabolic changes that underlie AL stimuli. The observed alterations suggest a cascade of events involving inflammation, disrupted cellular structure, and altered metabolism. Importantly, our findings raise questions about the effectiveness of DCF in mitigating these effects.

## Methods

### Microfluidic device fabrication

The microfluidic device was fabricated using stereolithographic 3D-printing techniques and solution cast-molding processes. Briefly, a mold for the microfluidic channels was produced using a 3D printer (Keyence Corporation, Osaka, Japan). Two molds were fabricated: upper blocks and lower blocks. Each block contained four chambers (15 mm length, 1.5 mm width, and 0.5 mm height). Prior to use, molds surfaces were coated with trichloro(1H,1H,2H,2H-perfluorooctyl) silane (Sigma-Aldrich, St. Louis, MO, USA). A Sylgard 184 PDMS two-part elastomer (ratio of 10:1 pre-polymer to curing agent; Dow Corning Corporation, Midland, MI, USA) was mixed, poured into the molds to produce a 4-mm-thick PDMS upper layer and a 0.5-mm-thick PDMS lower layer, and degassed using a vacuum desiccator for 1 h. The PDMS in the lower block was fixed on a glass slide. The PDMS material was then cured in an oven at 80 °C for 24 h. After curing, the PDMS was removed from the molds, trimmed, and cleaned. A clear polyester (PET) membrane (pore size of 0.4 μm, thickness 10 μm, nominal pore density of 4 × 10^6^ pores cm^2^) was fixed on each chamber of the lower PDMS block. Both PDMS blocks were corona-plasma-treated (Shinko Denki, Inc., Osaka, Japan) and bonded together by baking in an oven at 80 °C.

### Human corneal epithelial cell culture

The human corneal epithelial cell line (HCE-T) was obtained from the RIKEN Bioresource Research Centre (Ibaraki, Japan). HCE-T cells were grown in a culture medium of DMEM/F12 supplemented with 5% fetal bovine serum, 5 μg/mL insulin, 10 ng/mL human epithelial growth factor, and 0.5% dimethyl sulfoxide, hereafter referred to as the cell growth medium. The cells were passaged at a ratio of 1:4 using trypsin–EDTA solution.

### The construction of corneal epithelial barrier in the microfluidic device

Before use, the microfluidic cell culture device was sterilized by placing it under ultraviolet light in a biosafety cabinet for 30 min. The channels of the device were then washed with the DMEM/F12. Cells were harvested using trypsin and resuspended in the cell growth medium. The cell suspension was introduced into the upper channel of the device through a cell inlet with a cross-sectional area of 0.23 cm^2^, at a density of 1 × 10^6^ cells per mL. The microfluidic device was placed in a humidified incubator at 37 °C and5% CO^2^ for 7 days, with the cell growth medium in each chamber being changed every 24 h.

### The application of flow stimulus

Prior to the initiation of the AL stimulus, microfluidic channels were filled with fresh cell growth medium. For drug treatment with DCF, DCF was added to the upper channels at a final concentration of 50 μM, with a volume of 15 μL in the channel and 20 μL in the reservoir. The upper channels were exposed to the AL flow using a syringe pump (KD Scientific, Fisher scientific, Holliston, USA). Sterilized tubes (Tygon LMT-55) were divided into eight branches, which were then connected to an air reservoir tube. The entire setup was linked to a syringe pump that represented the source for negative and positive pressure in flow rate of 100 μL/s. Each air–liquid stimulus cycle had a duration of 10 s and consisted of three phases: Phase 1: air infusion phase for one second. Phase 2: liquid infusion for one second. Phase 3: a pause for 8 s under liquid static conditions. Throughout these phases, lower channels were maintained under static conditions.

### The determination of cell viability

Cell viability was assessed by the live staining with Calcein AM (Dojindo Molecular Technologies, Inc.). Briefly, cells were incubated with Calcein AM at a final concentration of 10 μg mL^−1^ in cell growth medium at 37 °C for 60 min. The cells were then washed twice with PBS- and subjected to microscopic imaging.

### Immunofluorescence and microscopic imaging

For the immunostaining, cells were fixed with 4% paraformaldehyde in PBS- for 25 min at 25 °C and then permeabilized with 0.5% Triton X-100 in PBS- for 10 min at 25 °C. Subsequently, cells were blocked with blocking buffer (5% (v/v) bovine serum albumin, 0.1% (v/v) Tween-20) at 25 °C for 1 h and then incubated at 4 °C for overnight with the primary antibody in blocking buffer (Supplementary Table 1). Cells were then incubated at 37 °C for 60 min with a secondary antibody (Alexa Fluor 594 donkey anti-rabbit IgG and Alexa Fluor 594 donkey anti-mouse IgG 1:1000; Jackson ImmunoResearch, West Grove, PA, USA) in blocking buffer prior to a final incubation with 4′,6-diamidino-2-phenylindole (DAPI) or anti-phalloidin for F-actin at 25 °C. For imaging, we used a Nikon ECLIPSE Ti inverted fluorescence microscope equipped with a CFI plan fluor 10 × /0.30 N.A. objective lens (Nikon, Tokyo, Japan). Images were then analyzed using ImageJ software (National Institute of Health, Maryland, USA). The analysis of single-cell data for Calcein AM was conducted using Cell Profiler software^31^ (Version 3.1.8; Broad Institute of Harvard and MIT, USA). Random images were selected from independent biological triplicate samples, and the analysis followed a two-step pipeline provided by the software. In the first step, primary nucleus objects were identified through either auto or Otsu segmentation, based on their diameter and fluorescence intensity. Subsequently, the fluorescent mean intensity and morphological characteristics were calculated and exported for further analysis and plotting.

### RNA extraction and sequencing

RNA extracted using RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the maker instruction. Samples quality was assured by using the bioanalyzer (Agilent technologies, Inc., USA) with an RNA Integrity Number (RIN) value greater than or equal or higher than 7. Samples were then applied for the next generation sequencing (Macrogen, Tokyo, Japan) starting with RNA-seq library construction (TruSeq stranded mRNA LT Sample Prep Kit) followed by sequencing by NovaSeq 6000 Illumina system using 101 reads per specimen.

### RNA-seq data mining and GO enrichment analysis

The quality control of the sequenced raw reads was performed by calculating overall reads quality, total bases, total reads, GC (%) and basic statistics (FastQC v0.11.7). In order to reduce biases in analysis, artifacts such as low-quality reads, adaptor sequence, contaminant DNA, or PCR duplicates were removed (Trimmomatic0.38)^32^. Trimmed reads were mapped to reference genome with HISAT2, splice-aware aligner (HISAT2 version 2.1.0, Bowtie2 2.3.5.1)^33,34^. Transcript was assembled by StringTie with aligned reads (StringTie version 2.1.3b)^35^. This process provided information of known transcripts, novel transcripts, and alternative splicing transcripts. Expression profiles were represented as read count and normalization value which is based on transcript length and depth of coverage. The FPKM (Fragments Per Kilobase of transcript per Million Mapped reads) value or the RPKM (Reads Per Kilobase of transcript per Million Mapped reads) is used as a normalization value. Differentially Expressed Genes (DEG) analysis was conducted using read count values obtained from StringTie. Initially, low-quality transcripts were filtered out during data preprocessing. Then, (Trimmed Mean of M-values) TMM normalization was applied. For statistical analysis, Fold Change and exact Test from edgeR were employed for each comparison pair. Significant results were identified based on the criteria of |Fold Change|> = 2 and an exact Test raw *p*-value < 0.05. Enrichment test was conducted with significant gene list using g:Profiler tool platform^36^.

### Extracellular metabolites collection and analysis by LCMS

One microliter of extracellular samples was collected as previously reported^12,37,38^. Tubes containing one microliter of dried extracellular samples were thawed and 150 μL of water and acetonitrile (3:7, v/v) was added, containing three technical internal standards (tISs): 0.1 µM CHES, 0.1 µM HEPES, and 0.2 µM PIPES. After resuspension, all samples were centrifuged at room temperature for 1 min at 1000 × g. A quality control (QC) sample was prepared by pooling an aliquot from each sample. Next, 40 μL of the supernatant was transferred to a 96-well 0.2 mL PCR plate (PCR-96-MJ; BMBio, Tokyo, Japan). The plate was sealed with a pierceable seal (4titude; Wotton, UK) for 3 s at 180 °C using a plate sealer (PX-1; Bio-Rad, Hercules, CA, USA) and maintained at 10 °C during the LCMS measurements. The LCMS method has been described previously^39^. The injection volumes were 7 μL in negative and 3 μL in positive ionization mode. In brief, metabolite separation was achieved on an Agilent 1290 Infinity II system using a SeQuant ZIC-HILIC (Merck, Darmstadt, Germany) column and a gradient between water containing 0.1% formic acid (pH = 2.6) and acetonitrile containing 0.1% formic acid in positive ionization mode, and a SeQuant ZIC-pHILIC (Merck, Darmstadt, Germany) column and a gradient of acetonitrile and 5 mM ammonium acetate in water (pH = 9.3) in negative ionization mode. Data were acquired on an Agilent 6550 Q-TOF–MS system with a mass range of 40–1200 m/z in all ion fragmentation mode, including three sequential experiments at alternating collision energies: full scan at 0 eV, followed by MS/MS scans at 10 eV and 30 eV, with a data acquisition rate of 6 scans/s. Data were converted to mzML format using Proteowizard and processed using MS-DIAL version 4.80^40–42^ An in-house library containing accurate masses (AMs) and retention times (RTs) for 622 compounds obtained from chemical standards was used to annotate the detected compounds. Peak areas exported from MS-DIAL were used for metabolites’ semi-quantification. Only metabolites with a coefficient of variation (CV) less than 30% in the QC samples or D-Ratio^43^ < 50 were used for further analysis.

### Data visualization and statistics

Data are represented as mean ± S.E.M. RNA-seq data are presented in duplicate of independent biological samples. Other data are presented of triplicate or more of independent biological samples. The unpaired t-test, Tukey's, Dunnett multiple comparison test were performed using GraphPad prism 8 (GraphPad Software, La Jolla California, USA). Principal component analysis (PCA) visualization was performed using the MetaboAnalyst platform^44^. Orange 3 software (Version 3.23.1; Bioinformatics Laboratory, Faculty of Computer and Information Science, University of Ljubljana, Slovenia) were used for data mining. Python Jupyter notebook 6.1.4, with Pandas and Bioinfokit packages. Data visualization was performed using Python 3 with matplotlib and seaborn packages.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

RNA-seq data have been deposited to the GEO repository under GEO accession number GSE244787.

# Supplementary material for: Modeling dry eye with an air–liquid interface in corneal epithelium-on-a-chip
**Source:** Sci Rep. 2024 Feb 20;14:4185. doi: 10.1038/s41598-024-54736-z
**Supplement:** Supplementary file 2 — Supplementary Information 2.

Supplementary Information

**Modeling dry eye with an air-liquid interface in corneal epithelium-on-a-chip**

**Rodi Kado Abdalkader^1^***^†^**, Romanas Chaleckis^2,3^, Takuya Fujita^1,4^, and Ken-ichiro Kamei ^5,6,7^**

^†^Earlier known as Rodi Abdalkader

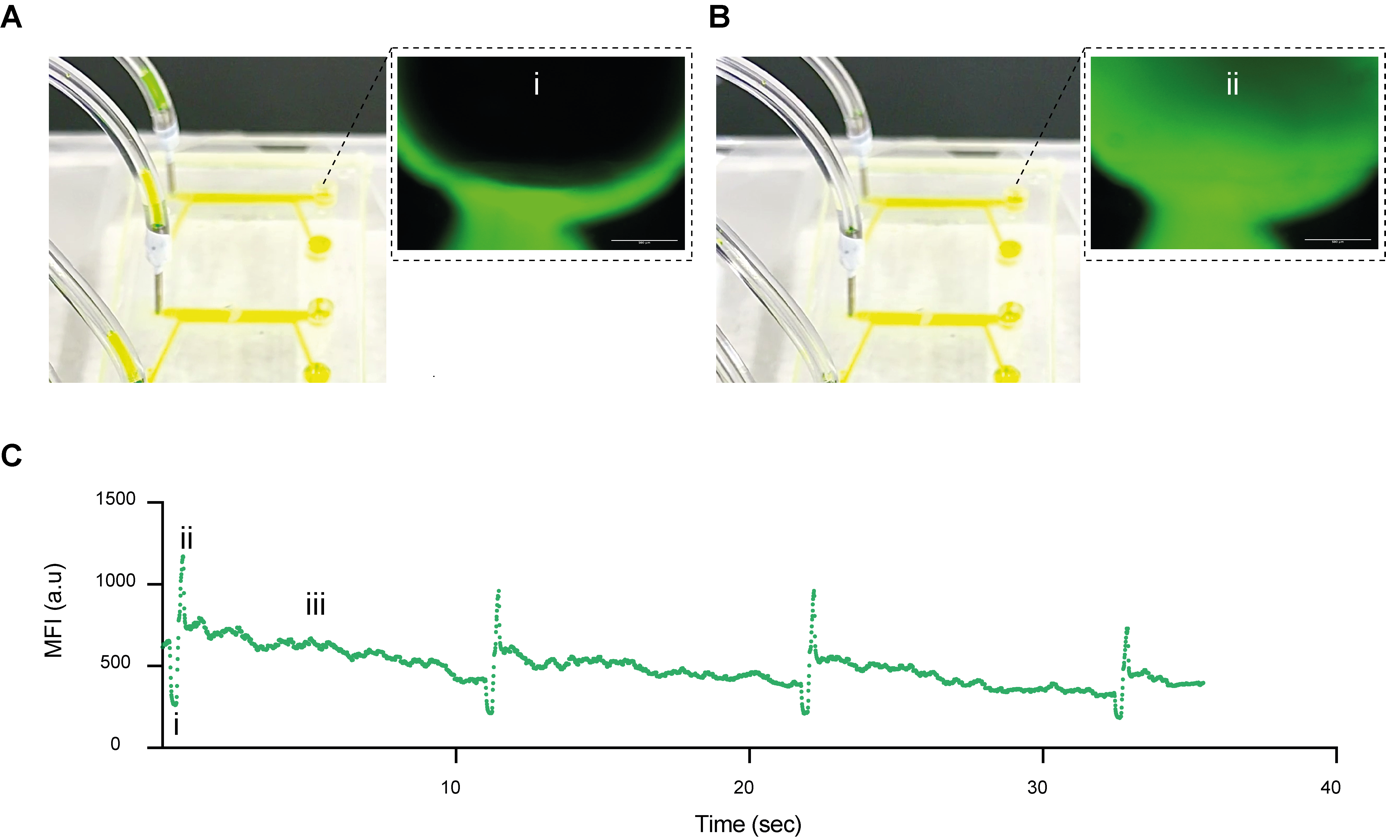

**Supplementary Figure 1. The process of AL stimulus under cell-free conditions.** (A) Air withdrawal (i) (A) Air infusion (ii). The green signal is captured from the sodium fluorescein solution. (C) Graph that showcase the mean fluorescence signal in the reservoir area during air phase (i), liquid phase (ii), and pause phase (iii).

**
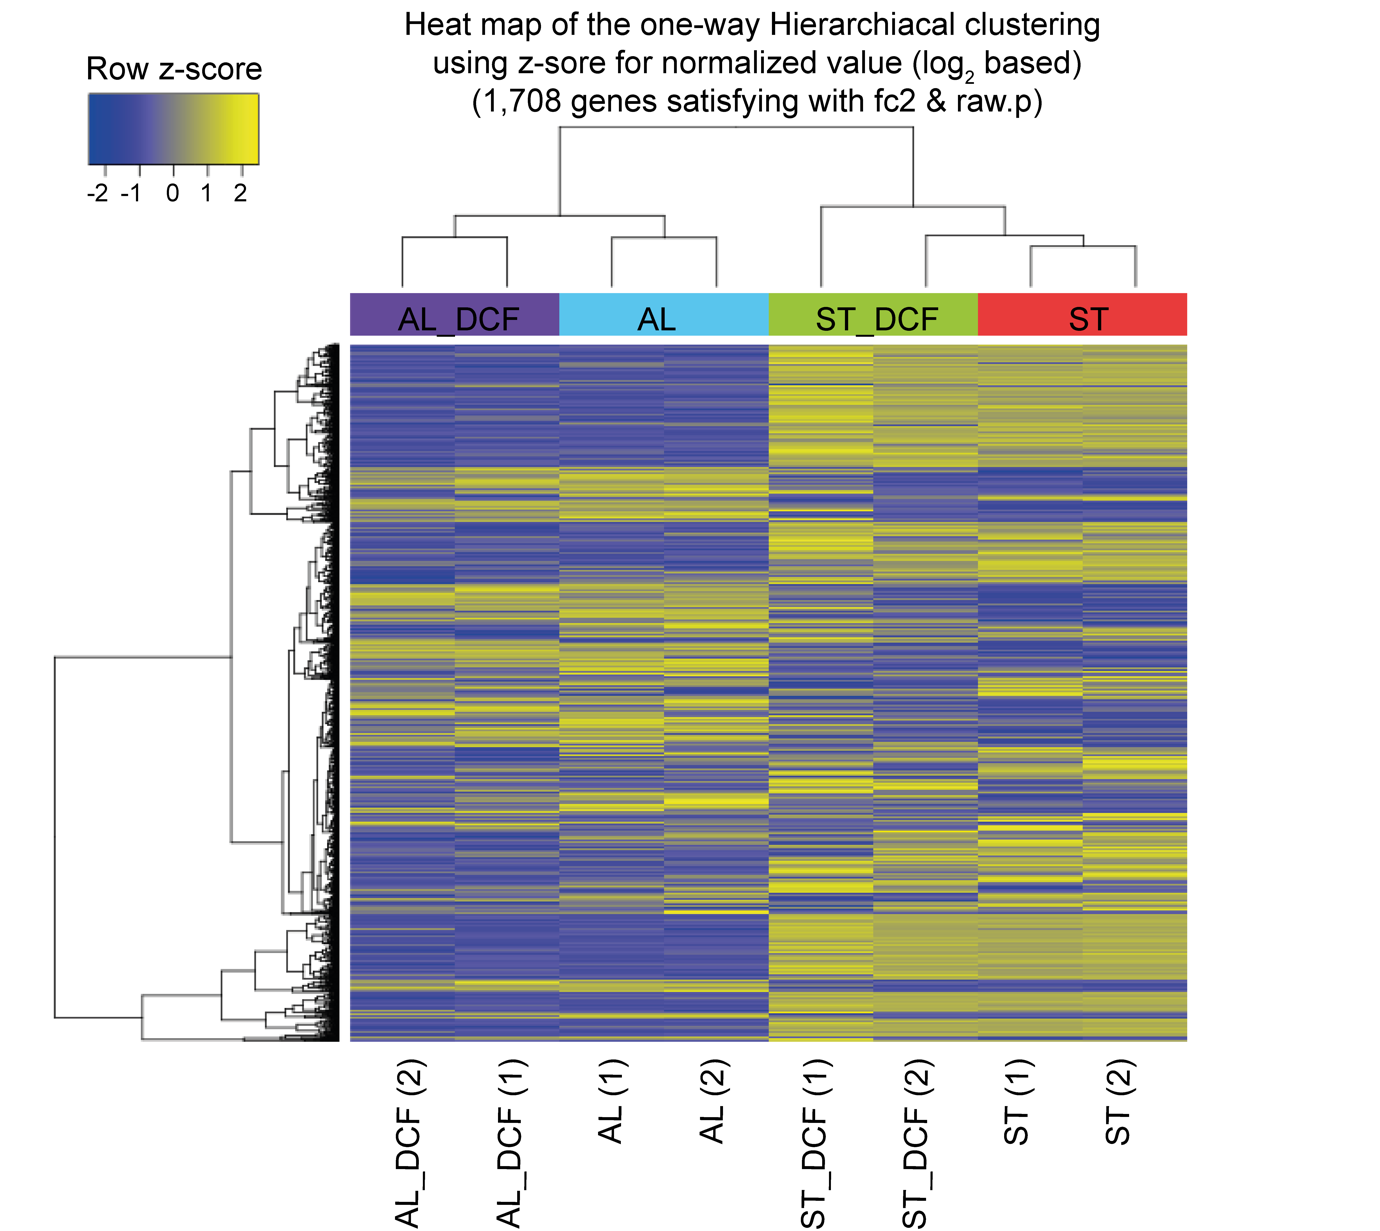
**

**Supplementary Figure 2.** Heatmap of the one-way Hierarchical clustering using z-score for normalized values (Genes with 2-fold change and *p*-value <0.05)

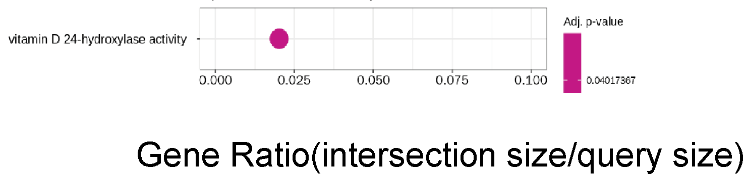

**Supplementary Figure 3.** GO pathways of DEGs in of ST_DCF vs ST. Genes with 2-fold change and *p*-value <0.05 was applied.

**
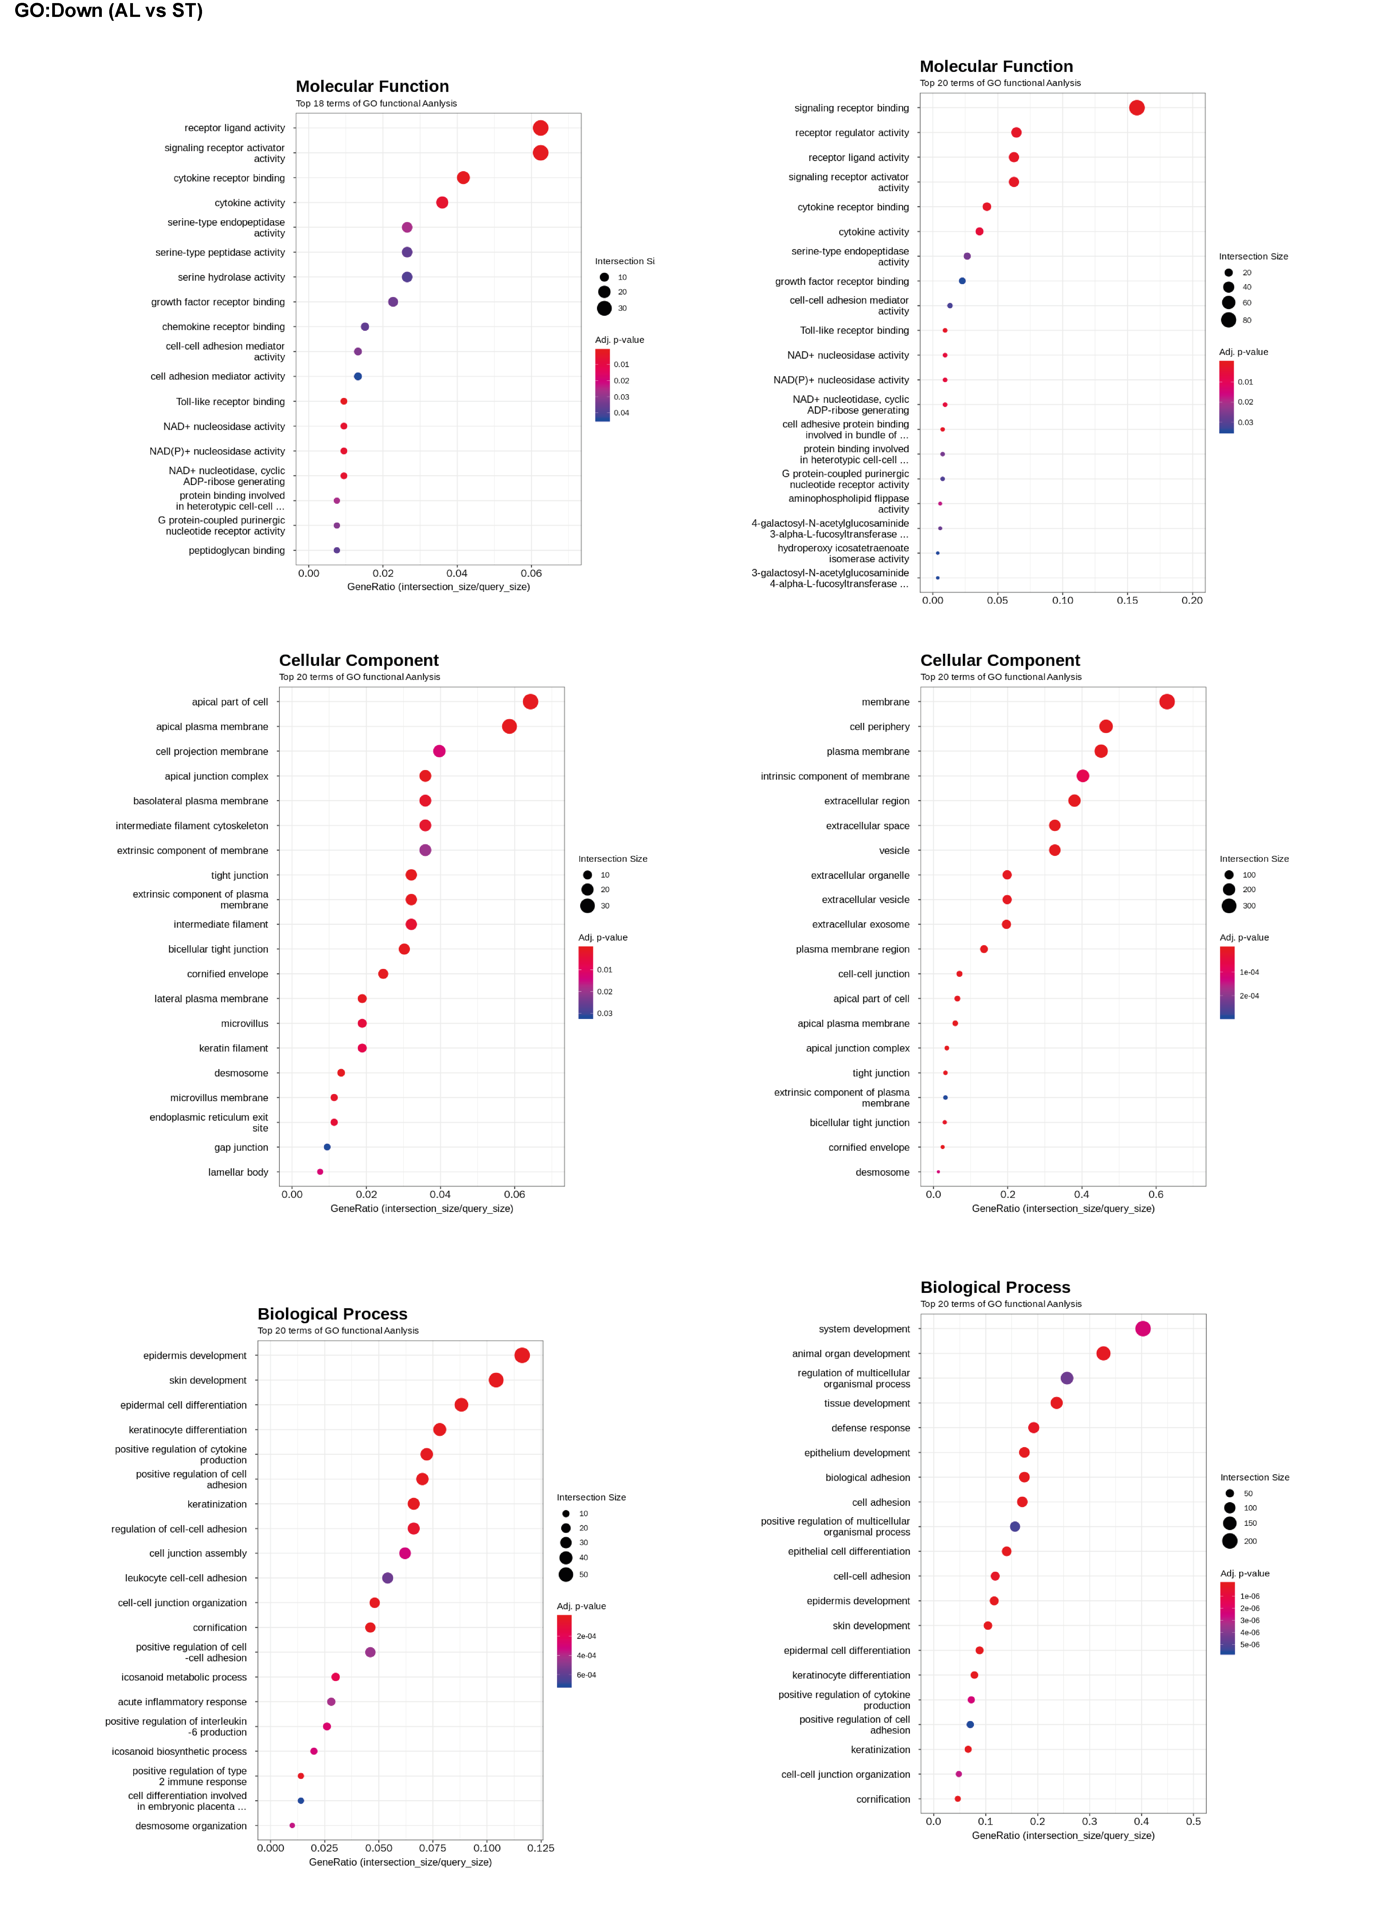
**

**Supplementary Figure 4.** GO pathways of DEGs in of AL vs ST. Genes with 2-fold change and *p*-value <0.05 was applied.

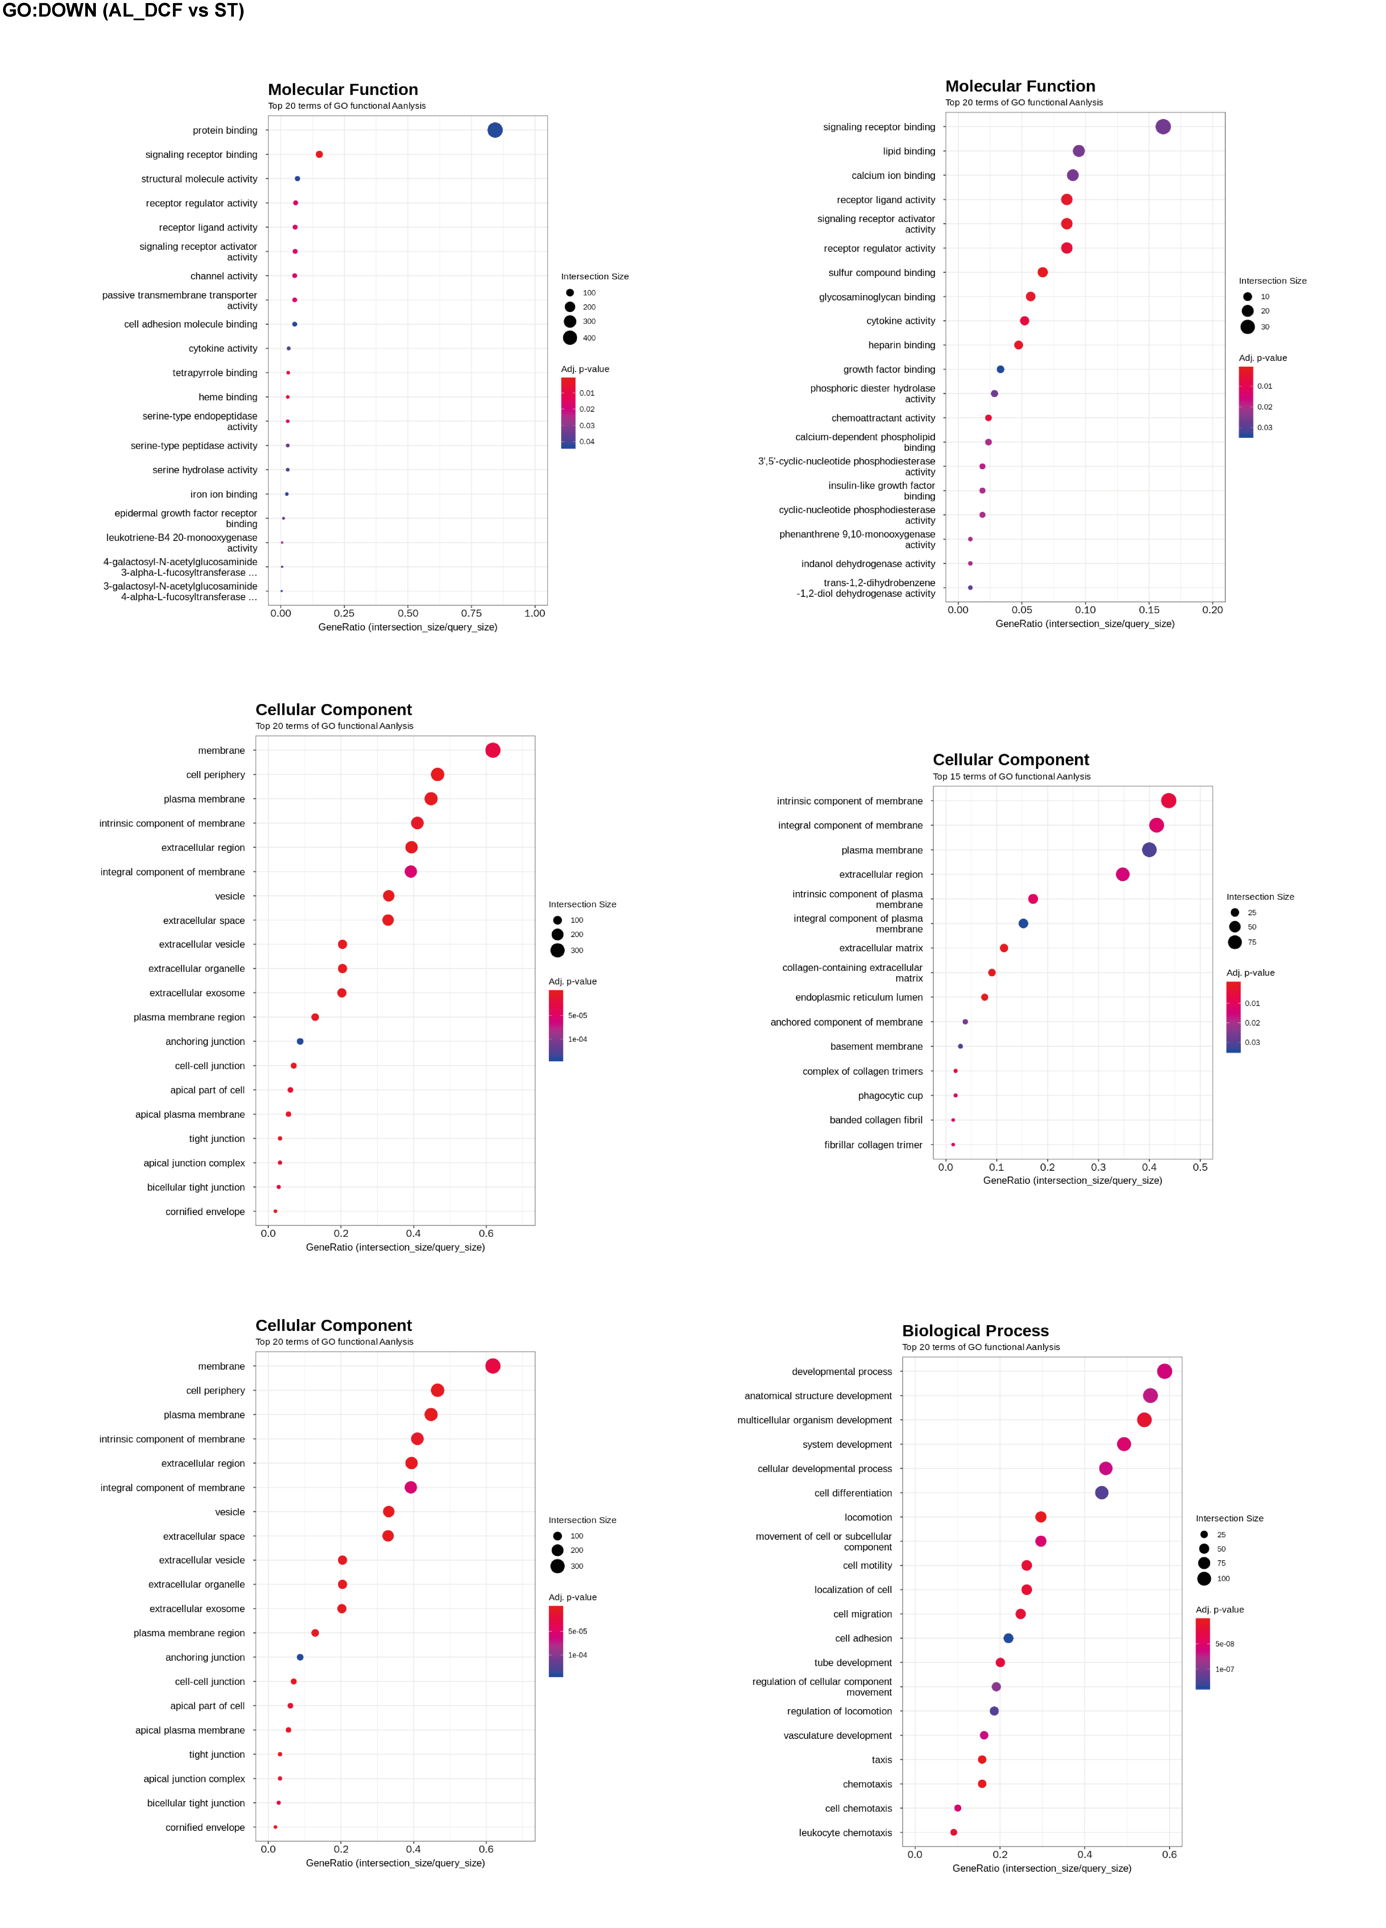

**Supplementary Figure 5.** GO pathways of DEGs in of AL_DCF vs ST. Genes with 2-fold change and *p*-value <0.05 was applied.

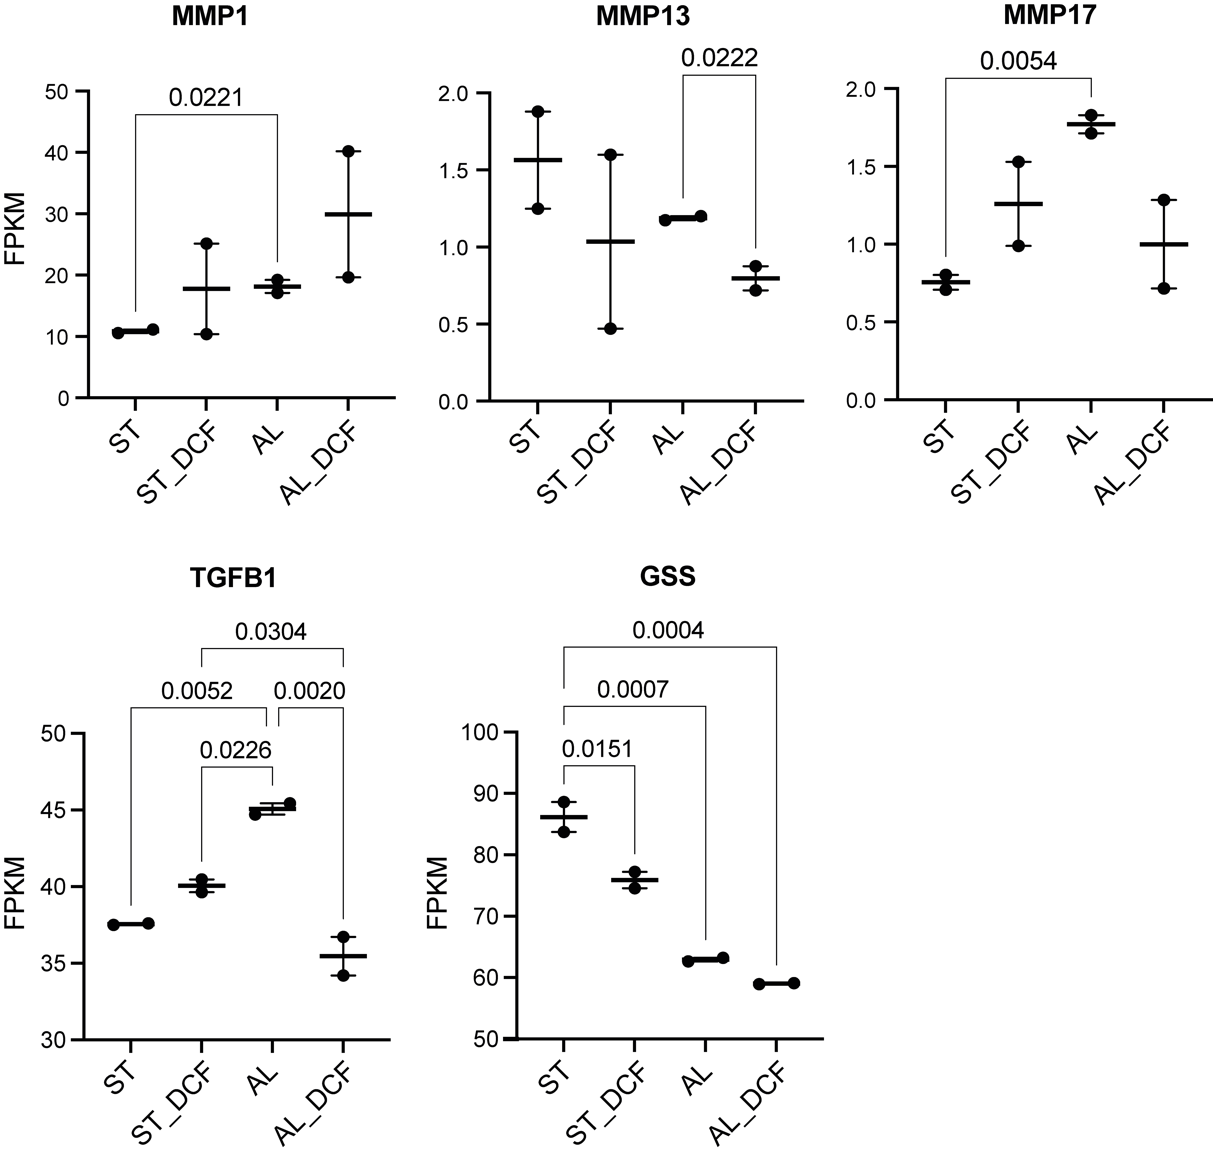

**Supplementary Figure 6.** The comparative gene expression (normalized FPKM values) in dot plot in which the mean of each group is indicated with a black line (data are presented in duplicates as means ± S.E.M). The *p*-values were determined using the Tukey HSD test and t-test comparison test.

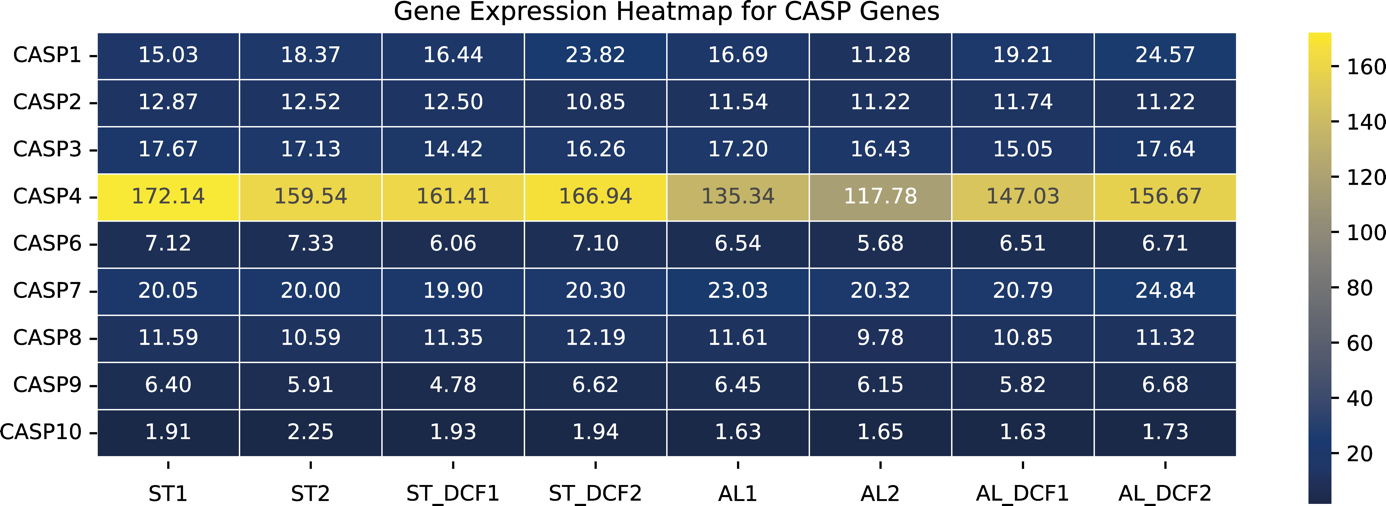

**Supplementary Figure 7.** Heatmap of apoptosis-related genes. Colored code bar indicates the gene expression (normalized FPKM values).

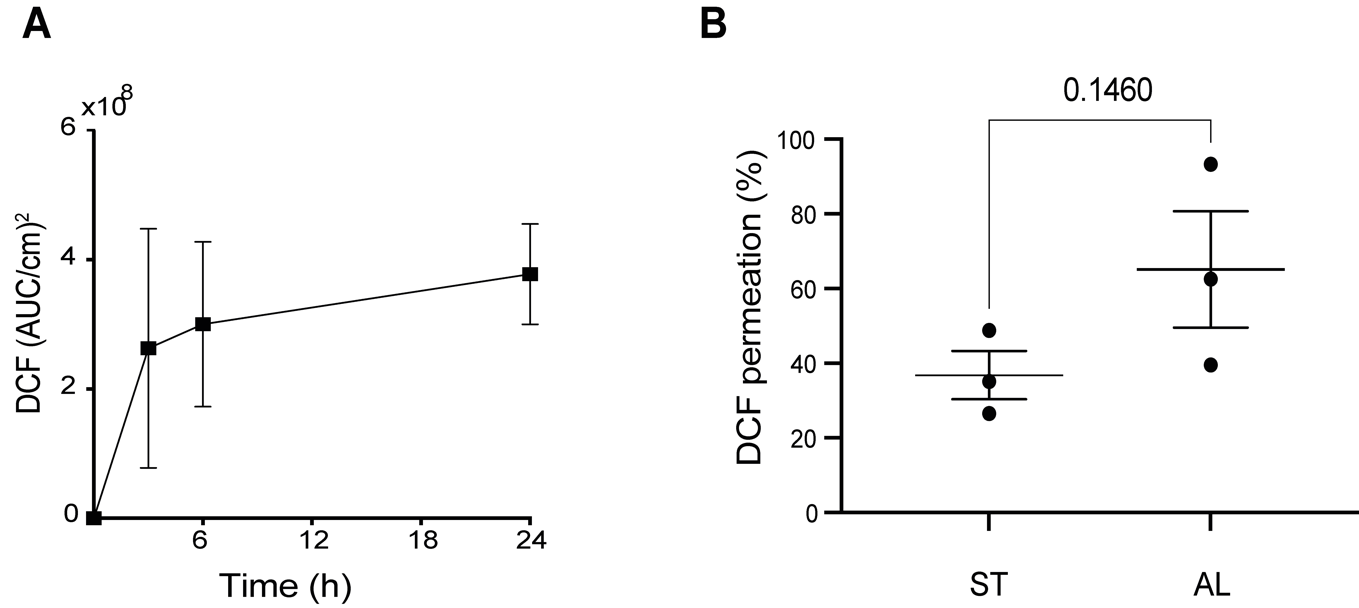

**Supplementary Figure 8. Diclofenac (DCF) accumulation in the basolateral compartment.** (A) DCF accumulation under AL stimulus. **(**B) DCF permeation percentage into the basolateral compartment after 3 h under ST and AL stimulus conditions**.** Data are presented in triplicates as means ± S.E.M. The *p*-values were determined using the t-test comparison test.

Supplementary Table 1. List of reagents and resources

| **Item** | **Maker** | **Catalog number** | **Details** |
| --- | --- | --- | --- |
| ZO-1antibody, Rabbit | Thermo Fisher | 61-7300 | IF 1:50 |
| P-gp antibody, Rabbit | Abcam | ab129450 | IF 1:50 |
| CK12 antibody, Mouse | Santacruz | sc-515882 | IF 1:200 |
| Phalloidin-iFluor 594 | Abcam | ab176757 |  |
| Diclofenac sodium | Wako | 043-22851 |  |

How the deposited data were processed for this re-analysis (not part of the article)

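RNA sequencing libraries of 4 conditions, with 2 libraries each, were analysed from the authors' deposited table. The cells were taken as HCE-T cells, as the paper states, although the extraction note of the sample labels names myoblasts. The authors checked the reads with FastQC 0.11.7, trimmed them with Trimmomatic 0.38 and aligned them to GRCh38 with HISAT2 2.1.0. The paper lists Bowtie2 2.3.5.1 beside HISAT2. The read count values of each gene came from StringTie 2.1.3b as run by the authors and are deposited without normalization. The FPKM values were computed by the authors with StringTie per transcript length and mapped reads. The TPM values, also computed by the authors, are scaled to a fixed total per library. The deposited log2 values are TMM-normalized counts scaled to library size plus 1, as recomputed from the counts, together with their group means. The deposited fold change score of each comparison is signed by the authors, with the negative reciprocal where the treated group is lower. Each deposited p-value comes from the authors' exact test in edgeR, with its Benjamini-Hochberg adjustment. The authors filtered transcripts of low quality by a rule not given in the sources used here, and all 18430 genes of the table had at least 1 count in every library.

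Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr by condition, and TMM factors were computed. A model with 4 conditions was fitted to all libraries with edgeR's quasi-likelihood test, without a replicate block, since the replicate numbers do not pair the samples. Deviations of replicates from their group means had correlations between groups from −0.102 to 0.0985. The comparisons were ST_DCF, AL and AL_DCF against ST, AL_DCF against AL, AL_DCF against ST_DCF, and the interaction of the AL stimulus with DCF. Adjusted p-values are Benjamini-Hochberg values over 17445 genes, and every adjusted p printed for a gene comes from edgeR's quasi-likelihood test unless another tool is named. The prior degrees of freedom were 7.50. EdgeR's exact test was run at the paper's thresholds, a fold of 2 and an unadjusted p under 0.05, on genes with at least 1 count. Its dispersions came from the libraries of the compared pair, a choice not given in the sources used here. Log2 CPM for distances and principal components used a prior count of 2.

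Lists of genes were tested with camera of limma 3.58.1 on voom values with a correlation of 0.01, with an estimated correlation, and with fry. Of 31 lists, 30 had members in the table under the symbols fixed for them. Counts of called members were also adjusted over each list alone. Named genes were chosen by a rule with 3 parts. These were every gene the paper names or draws in Fig. 3A, the 10 highest and 10 lowest log2 fold changes per comparison among genes with an adjusted p under 0.05, an average log2 CPM above 1 and both libraries on one side, and up to 4 members of each list with the smallest adjusted p. The values of the paper's figures had been seen when this rule was written. Gene positions came from the RefSeq annotation, in which 18207 of the genes were found, and transcript length and GC content from GENCODE 29, in which 15943 were found.

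Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter, at least 10 counts in every library, the libraries of the compared groups alone, the replicate number as a block, limma on log2 FPKM with a pseudocount of 1 or 0.1, a fold of 2 on top of the adjusted p, and leaving out each library in turn. Settings chosen after seeing the data were thinning all libraries to 32880479 counts, 3 other dispersion settings of the exact test, counts of list members without each library and the symbols of mitochondrial genes. Overlap between comparisons that share the ST libraries was set beside 20 simulated sets without change. Medians of lists were bootstrapped with 2000 draws of their genes, so the intervals give the spread among genes and not between libraries. Matched genes were 20 per gene on length, GC content and expression. The tests were tried on simulated data with known changes. There DESeq2 made 159 calls with 19 false, and the exact test at the paper's thresholds made 228 calls with 126 false. Few genes were changed there, 70, 65 and 65 of 17445 for the exact test, by factors of 1.5, 2 and 4. In the real libraries, 5455 genes had an unadjusted p under 0.05 in AL against ST by edgeR's quasi-likelihood test. The share of false calls in the simulation therefore cannot be carried over to the paper's calls.

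The exact test was also read for each gene the paper names, which was added after the values were seen. Library totals lay between 32880479 and 46369412 counts, which leaves counting noise small against the replicate spread for genes of moderate level. Expression of genes absent from the table, KRT12 and CASP5 among them, was not analysed here. The metabolite, viability and staining measurements of the paper were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.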

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

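Chosen after the results were seen were the tests on S-phase genes, on fibroblast transcripts, on type I and III collagens and on AL_DCF against ST_DCF, as was the rule that picked the genes and lists below that hold no gene named in the paper.

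The interaction of the AL stimulus with DCF was singled out because the effect of AL differed between the arms without and with DCF by a direct test. It was called for 6 genes by edgeR's quasi-likelihood test, all lower, with 1963 genes at an unadjusted p under 0.05, while DESeq2 called 149, of which 54 were higher and 95 lower. DNAH3, an axonemal dynein gene, had an interaction of −1.71 on the log2 scale (adjusted p = 0.0045). The linker histone gene H1-2 had one of −1.30 (adjusted p = 0.0045). For DHRS2, a mitochondrial reductase gene, it was −1.19 (adjusted p = 0.0045), and for the core histone gene H2BC21 it was −1.22 (adjusted p = 0.032). The other 2 genes, LOC105372338 and LOC107986257, were named after their values of −1.94 and −1.79 were seen. Over the 51 tested histone genes, the median interaction was −1.04. The number of interaction genes was 2 without ST replicate 1, 0 without ST replicate 2 or AL replicate 2, 3 without ST_DCF replicate 1, 189 without ST_DCF replicate 2 and 51 without AL_DCF replicate 1.

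Several genes that the paper does not name stood out in AL against ST, as did lists without a gene it names, although it discusses cornification and cell–cell junctions. The log2 fold changes were 4.40 for ANGPTL4, 2.73 for FRZB and 2.57 for FOS. They were −3.40 for LCN2, −3.10 for GBP6 and −3.09 for BCL2A1. Median log2 fold changes of lists were −0.98 for desmosome and adherens junction genes, −1.06 for the cornified envelope and −0.67 for the interferon response. They were 0.55 for YAP target and shear response genes, 0.47 for the hyperosmolar response, −0.34 for prostaglandin genes and −0.24 for p53 and apoptosis genes.

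Histone transcripts were higher in AL with a median log2 fold change of 0.93 (95% bootstrap interval 0.82 to 1.14) over 51 genes. The bootstrap drew genes and not libraries, so this interval and those below do not cover the spread between libraries. Without AL replicate 2, the median was 0.79, below the interval. More RNA without a poly(A) tail in the AL libraries would raise other such transcripts as well, but 63 of them had a median of −0.12 (−0.21 to 0.05), and the 18 outside introns of host genes had one of 0.23 (−0.09 to 0.37), which argues against it as the whole cause. Genes matched on length, GC content and expression lay 0.92 (0.80 to 1.23) below the histones, which argues against these properties. More cells in S phase would raise 7 S-phase genes, of which 0 were called higher by edgeR's quasi-likelihood test, with a median of −0.11 (−0.22 to −0.03), although proliferation genes moved with the histones, higher in AL (camera, adjusted p = 0.0404, and adjusted p = 0.43 with an estimated correlation) and lower in AL_DCF against AL (camera, adjusted p = 0.0104, and adjusted p = 0.54 with an estimated correlation). Reads shared between histone paralogs and polyadenylated histone transcripts were not tested and stay open, as do a change of the cell cycle outside S phase and an effect of the AL stimulus that DCF changes.

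Collagen and matrix genes were higher in AL, 18 of 24. A signal of AL replicate 2 alone was argued against, since 14 of the 18 were still called without it, although COL1A2 and COL3A1 had most of their AL counts in that library. RNA of fibroblasts or stromal cells was argued against for the 16 called genes other than type I and III collagens, since COL1A1, COL1A2 and COL3A1, the collagens most abundant in fibroblasts, gained 0.409% of the CPM gained by these genes in AL replicate 1 and 4.31% in AL replicate 2. For COL1A2 and COL3A1 it stays open, since PDGFRB, the 1 of 5 fibroblast transcripts in the table, was called higher, with 6.55 and 7.49 CPM in the AL libraries. The AL stimulus may be the source for 13 of the 18 genes, which were also higher in AL_DCF against ST_DCF, and cells poor in these 3 collagens were not tested.

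Genes of tight junctions, desmosomes and the cornified envelope were lower in AL, 45 of 58. With all libraries thinned to one total, 42 were still called lower, which argues against the larger number of counts in AL and AL_DCF as the reason for these calls. Thinning keeps the expected share of each gene, so it could not show any other effect of deeper sequencing. Transcript length and GC content were argued against by a median difference from matched genes of −0.99 (−1.18 to −0.84). The AL stimulus may be the source for 40 of them, which were also lower in AL_DCF against ST_DCF. A mixture with other cells was not tested for these genes and stays open.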

How the results depend on the processing

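Chosen after the data were seen were the thinning of libraries, the dispersion settings of the exact test and the counts of list members without each library. Where a value is given without a library, its group keeps 1 library, whose spread is assumed to be that of the other groups.

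Totals of called genes moved by over 1.5 times in the settings given here, and the cause was not tested apart from the smaller number of libraries or the added fold threshold. With DESeq2 there were 73 for ST_DCF against ST, 261 for AL_DCF against AL and 149 for the interaction, where edgeR called 1, 62 and 6. With no filter these were 0, 24 and 3. With only the groups compared, there were 5593 for AL against ST, 30 for AL_DCF against AL and 1893 for AL_DCF against ST_DCF, and the interaction was not run since it needs all groups. With a fold of at least 2 added, edgeR called 0 for ST_DCF, 836 each for AL and AL_DCF against ST, 36 for AL_DCF against AL and 915 for AL_DCF against ST_DCF. RLE and upper-quartile factors, the filter at 10 counts and thinning left every total they were run for within 1.5 times.

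Leaving out each library in turn gave 0 to 308 genes by edgeR for ST_DCF against ST, where 1750 had an unadjusted p under 0.05. The 308 came without ST_DCF replicate 2, while 3 were called without ST replicate 1, 2 without either AL_DCF library and 0 without ST_DCF replicate 1 or either AL library. The range was 1392 to 3750 for AL against ST, with 1450 without ST replicate 1, 1392 without ST replicate 2, 1495 without AL replicate 1 and 1406 without AL replicate 2. For AL_DCF against ST it was 1322 to 3857, with 1445 without ST replicate 1 and 1322 without ST replicate 2. For AL_DCF against AL it was 10 to 143, with 37 and 34 without the ST libraries, 143 and 142 without the ST_DCF libraries, 29 and 10 without the AL libraries and 27 without AL_DCF replicate 2. For AL_DCF against ST_DCF it was 2357 to 3577, the former without AL_DCF replicate 2. For the interaction it was 0 to 189, with 0 without ST replicate 2 or AL replicate 2, 189 without ST_DCF replicate 2, 51 without AL_DCF replicate 1, 2 without ST replicate 1 and 3 without ST_DCF replicate 1.

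With a fold of 2 and an adjusted p in place of the unadjusted p, the exact test gave 20 genes for ST_DCF against ST in place of 266. At the paper's thresholds, leaving out each library gave 226 to 525, with 525 without ST_DCF replicate 2. For AL and AL_DCF against ST, every setting run stayed within 1.5 times of 1167 and 1141.

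The ratio of the mean distance between libraries with and without the AL stimulus to that between replicates was 1.57. It was 1.89 with log2 FPKM, 2.03 with the 500 most variable genes, 1.39 with z-scores and 1.5 to 1.6 without each library, above 1 in each. The correlation of the AL and AL_DCF effects, 0.788, was 0.616 with controls not shared, 0.838 with at least 10 counts in every library and 0.703 to 0.814 without each library. Calls of lists, 16 for AL, 15 for AL_DCF and 7 for ST_DCF against ST, were 0 in each with an estimated correlation, and fry called 14, 13 and 0. They were 15 to 17, 13 to 16 and 5 to 10 without each library.

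With the replicate block, edgeR called 0 genes for ST_DCF, 2915 for AL and 2950 for AL_DCF against ST, 55 for AL_DCF against AL, 3348 for AL_DCF against ST_DCF and 8 for the interaction. At the paper's thresholds the replicate block gave 248, 1110 and 1109, the correlation of effects was 0.791, and 15, 15 and 7 lists were called.

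Of 141 named genes called in AL against ST, 46 were not called in at least 1 setting and 0 changed direction. For AL_DCF against ST these were 41 of 125, for AL_DCF against ST_DCF 41 of 124 and for AL_DCF against AL 23 of 23, with 0 reversed in each. A change of sign was counted only for called values. Thinning to the smallest library total moved the calls from 3124 to 3064 in AL and from 3195 to 3118 in AL_DCF.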

Differences from the paper's values

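The dispersion settings of the exact test named here were chosen after seeing the values. At the paper's thresholds, no total or direction count of called genes over all libraries of a pair differed by over 1.5 times from the paper's. The exact test on each pair of groups shared 251 of the authors' calls for ST_DCF, 1136 for AL and 1114 for AL_DCF against ST and dropped 23, 12 and 25 of them. With edgeR's common and tagwise dispersions over all libraries, chosen after seeing the values, the calls were the same genes as the authors', 274, 1148 and 1139, with 0 dropped, which does not show that this was the paper's method. Dispersions from the estimateDisp function of edgeR over all libraries gave 267, 1124 and 1121 calls and dropped 15, 28 and 19. The common dispersion alone gave 367, 1229 and 1222 and dropped 0, 3 and 3. Both settings were also chosen after seeing the values. Of the alternatives fixed before the data were examined, the adjusted p with a fold of 2 gave 20 genes for ST_DCF, leaving out ST_DCF replicate 2 gave 525, and leaving out ST_DCF replicate 1 gave 94 higher genes, where the paper has 160.

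The paper gives MUC1 as a mucin gene reduced by AL and not restored by DCF, with Fig. 3B as its source. There FPKM values were compared gene by gene with Dunnett's test, which was not run here. In the model, the log2 fold change of MUC1 was 0.22 in AL (adjusted p = 0.38 over all genes from edgeR's quasi-likelihood test). In AL_DCF against ST, DESeq2 (0.031) and leaving out ST replicate 1 (0.011) called it lower, with an adjusted p of 0.011 to 0.55 over the alternatives. The paper gives MUC6 as lower with AL, which did not pass the test in AL (adjusted p = 0.104) and did in AL_DCF (adjusted p = 0.012). The exact test at the paper's thresholds called MUC6 in AL (unadjusted p = 0.033, adjusted p = 0.092). MMP1, MMP2 and MMP17 are given as higher in both AL and AL_DCF. Here MMP1 was not called in AL (adjusted p = 0.18), and MMP2 and MMP17 were not called in AL_DCF (adjusted p = 0.093 and 0.596). DESeq2 called MMP2 in AL_DCF (adjusted p = 0.037, and 0.037 to 0.398 over the alternatives), as did the fits without AL replicate 1 or AL replicate 2. COL1A2, given as higher in both, was not called in AL_DCF (adjusted p = 0.64). The other genes the paper names in these groups were called in its direction in both AL and AL_DCF. At the paper's thresholds the exact test also did not call MMP1 in AL or MMP2, MMP17 and COL1A2 in AL_DCF.

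TGFB1 is described as attenuated by DCF, and here its difference between AL_DCF and AL was not called (log2 fold change −0.34, adjusted p = 0.103), while DESeq2 called it (adjusted p = 0.00597, and 0.00597 to 0.67 over the alternatives). SLC16A7 is described as higher in AL_DCF, and it was not called against ST (adjusted p = 0.24), AL (0.19) or ST_DCF (0.075). Leaving out AL_DCF replicate 1, it was called against ST_DCF. SLC25A20 is described as lower in AL_DCF than in AL, and this was not called (adjusted p = 0.29). The paper tested FPKM values gene by gene, SLC16A7 and SLC25A20 with Dunnett's test and TGFB1 with Tukey's or t-tests. Those tests were not run here, and the values above are adjusted over all genes. For the vitamin D 24-hydroxylase activity reported for ST_DCF, the paper's text names no gene. CYP24A1, which encodes that enzyme, was not called over all libraries (adjusted p = 0.36) and was called without ST_DCF replicate 2. The exact test at the paper's thresholds called CYP24A1 higher in ST_DCF (unadjusted p = 8.3e-04, adjusted p = 0.098).

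The paper lists DNA packaging among processes affected in both AL and AL_DCF. Its pathway statements rest on GO enrichment of genes at its own thresholds, which was not repeated here. For DNA packaging no direction is given there, so the histone counts below are not the same measure. Here 28 of 51 histone genes were higher in AL and 0 in AL_DCF against ST by edgeR's quasi-likelihood test, where 5592 genes had an unadjusted p under 0.05, and 3 were lower, a count of 0 without ST replicate 2 and 1 without AL_DCF replicate 2. The higher count in AL was 12 without AL replicate 2, 15 without ST replicate 1 and 17 without ST replicate 2. Chemotaxis is described as specific to AL_DCF. The interactions of CXCL8 and CXCL3 had adjusted p = 0.35 and 0.49.

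In Fig. 3A, the panels on inflammation and on ECM remodeling draw COL3A1 and COL5A3 with the larger increase in AL_DCF, and COL1A2 and COL26A1 for AL_DCF alone. Here the log2 fold changes in AL and AL_DCF were 5.53 and 3.13 for COL3A1, 3.28 and 0.82 for COL1A2, 1.13 and −0.47 for COL26A1, and 1.75 and 1.13 for COL5A3, each larger in AL. For COL1A2 this order rests on AL replicate 2, without which the log2 fold change in AL was 0.04. For CXCL2 and IL6, which these panels draw larger in AL, they were 1.62 and 2.23, and 1.95 and 2.29. The order of IL6 rests on AL_DCF replicate 1, without which the log2 fold change in AL_DCF was 1.91. Tested directly between AL_DCF and AL, COL26A1 was called (adjusted p = 0.027), though not with no filter, on log2 FPKM or without any single AL or AL_DCF library. COL5A3 (adjusted p = 0.073), COL3A1 (0.19), COL1A2 (0.27), CXCL2 (0.34) and IL6 (0.51) were not called. DESeq2, upper-quartile factors and leaving out either ST_DCF library called COL5A3, and leaving out AL replicate 1 called COL3A1 and COL1A2. The panels on mechanosensing, mucins and ECM disruption show the order of log2 fold changes found here.

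Supplementary Fig. 6 gives MMP13 on an axis labelled FPKM at about 1.6 in ST, about 1.0 in ST_DCF, about 1.2 in AL and about 0.80 in AL_DCF, read by eye. The FPKM values of the authors' deposited table were 0.636, 0.552, 0.407 and 0.230, and its log2 normalized values were 1.56, 1.46, 1.19 and 0.80, so ST, AL and AL_DCF match on the log2 scale and ST_DCF on neither. In Fig. 2A, the ST_DCF library that lies apart is numbered 2, while here and in Supplementary Fig. 2 it is replicate 1.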

Other observations

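Chosen after the data were seen were the symbols of the mitochondrial genes and the counts of list members without each library.

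Some genes of prostaglandin and leukotriene synthesis fell with the AL stimulus. PTGES, the prostaglandin E synthase gene, had a log2 fold change of −1.16 in AL (adjusted p = 2.9e-05 from edgeR's quasi-likelihood test) and −0.93 in AL_DCF (adjusted p = 1.4e-04). ALOX5, which encodes the lipoxygenase of leukotriene synthesis, had −1.74 (adjusted p = 3.7e-04) and −2.21 (adjusted p = 8.4e-05). Of 16 genes of this list, 6 were lower in AL and 6 in AL_DCF, as when adjusted over the list alone, with 0 higher in each by edgeR (camera, adjusted p = 0.013, and adjusted p = 0.14 with an estimated correlation in AL). The lower count in AL was 3 without ST replicate 1, ST replicate 2 or AL replicate 1, and the higher count in AL_DCF was 1 without AL_DCF replicate 1. In the p53 and apoptosis list, MDM2, the ubiquitin ligase gene of p53, had −0.76 in AL (adjusted p = 5.6e-04), and BCL2L1, an antiapoptotic gene, had −0.63 (adjusted p = 7.1e-04). Of its 16 genes, 7 were lower in AL (camera, adjusted p = 0.014, and adjusted p = 0.41 with an estimated correlation) and 4 in AL_DCF. The lower p53 genes numbered 2 without ST replicate 2 or AL replicate 2, 3 without ST replicate 1 and 4 without AL replicate 1 in AL, and 2 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2 in AL_DCF.

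SGK1, a kinase gene induced by cell shrinkage, rose in AL with a log2 fold change of 1.54 (adjusted p = 3.5e-04 from edgeR's quasi-likelihood test) and in AL_DCF with 1.26 (adjusted p = 0.0013). The hyperosmolar list had 4 of 10 genes higher and 1 lower in AL (6 and 1 when adjusted over the list alone, camera, adjusted p = 0.018, and adjusted p = 0.48 with an estimated correlation). Its higher genes in AL numbered 1 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2 and 7 without ST_DCF replicate 1 or ST_DCF replicate 2, and its lower genes 0 without ST replicate 1, ST replicate 2 or AL replicate 2. In ST_DCF this list was higher (camera, adjusted p = 0.038, and adjusted p = 0.75 with an estimated correlation), as were the heat shock list (camera, adjusted p = 0.026, and adjusted p = 0.72 with an estimated correlation) and the corneal identity list (camera, adjusted p = 0.028, and adjusted p = 0.62 with an estimated correlation). BNIP3 and ENO1, genes of the hypoxia and glycolysis list, rose in AL with log2 fold changes of 0.57 (adjusted p = 0.0011) and 0.41 (adjusted p = 0.0022). That list, with 4 of 20 genes higher and 2 lower, was not called in AL (camera, adjusted p = 0.17), nor was the heat shock list (adjusted p = 0.34). Hypoxia and glycolysis genes higher in AL numbered 2 without ST replicate 1, and lower ones 1 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2.

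In AL_DCF against ST, interferon response genes were lower for 4 of 22 (camera, adjusted p = 5.6e-04, and adjusted p = 0.64 with an estimated correlation), and the count was 2 without ST replicate 1, ST replicate 2 or AL_DCF replicate 1 and 15 without AL_DCF replicate 2. The unfolded protein and integrated stress list was lower in AL_DCF (camera, adjusted p = 0.043, and adjusted p = 0.52 with an estimated correlation) and not called in AL (camera, adjusted p = 0.298). Neither the cholesterol synthesis list (camera, adjusted p = 0.59 in AL) nor the vitamin D and xenobiotic list (adjusted p = 0.84) was called in AL. Of 20 proliferation genes, 5 were higher and 0 lower in AL (8 and 3 when adjusted over the list alone, camera, adjusted p = 0.0404, and adjusted p = 0.43 with an estimated correlation), with AURKA, a mitotic kinase gene, at 0.48 (adjusted p = 0.0012). The higher count was 1 without ST replicate 1, ST replicate 2, AL replicate 1 or AL replicate 2, and the lower count 1 without AL_DCF replicate 1 or AL_DCF replicate 2 and 2 without ST_DCF replicate 1 or ST_DCF replicate 2. In AL_DCF against AL, 0 proliferation genes were called by edgeR, where 2190 of all genes had an unadjusted p under 0.05, 4 were lower when adjusted over the list alone, and the set was lower (camera, adjusted p = 0.0104, and adjusted p = 0.54 with an estimated correlation).

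Of 6 tested marker genes of other cell types, 2 were higher and 2 lower in AL (camera, adjusted p = 0.34), and the lower count was 1 without ST replicate 1, AL replicate 1 or AL replicate 2. The endothelial marker PECAM1 had a log2 fold change of 2.14 (adjusted p = 0.0028 from edgeR's quasi-likelihood test), while CDH5, another endothelial marker, had −1.20 (adjusted p = 0.0093) and was not called without ST replicate 1 or AL replicate 1. Of 7 tested muscle markers, 1 was higher in AL, DES, with 1.34 (adjusted p = 0.021), which was not called without any single ST or AL library. Messages of the 13 mitochondrial protein genes took 1.4% to 1.6% of counts in the ST and ST_DCF libraries and 1.8% to 2.0% in the AL and AL_DCF libraries.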
